# Genetic lineage tracing defines myofibroblast origin and function in the injured heart

**DOI:** 10.1038/ncomms12260

**Published:** 2016-07-22

**Authors:** Onur Kanisicak, Hadi Khalil, Malina J. Ivey, Jason Karch, Bryan D. Maliken, Robert N. Correll, Matthew J. Brody, Suh-Chin J. Lin, Bruce J. Aronow, Michelle D. Tallquist, Jeffery D. Molkentin

## Abstract

Cardiac fibroblasts convert to myofibroblasts with injury to mediate healing after acute myocardial infarction (MI) and to mediate long-standing fibrosis with chronic disease. Myofibroblasts remain a poorly defined cell type in terms of their origins and functional effects *in vivo*. Here we generate *Postn* (periostin) gene-targeted mice containing a tamoxifen-inducible Cre for cellular lineage-tracing analysis. This *Postn* allele identifies essentially all myofibroblasts within the heart and multiple other tissues. Lineage tracing with four additional Cre-expressing mouse lines shows that periostin-expressing myofibroblasts in the heart derive from tissue-resident fibroblasts of the Tcf21 lineage, but not endothelial, immune/myeloid or smooth muscle cells. Deletion of periostin^+^ myofibroblasts reduces collagen production and scar formation after MI. Periostin-traced myofibroblasts also revert back to a less-activated state upon injury resolution. Our results define the myofibroblast as a periostin-expressing cell type necessary for adaptive healing and fibrosis in the heart, which arises from Tcf21^+^ tissue-resident fibroblasts.

## Abstract (web summary)

The origin and fate of myofibroblasts, the cells responsible for cardiac remodelling and fibrosis, is controversial. Here the authors show that cardiac myofibroblasts express periostin, derive exclusively from tissue-resident fibroblasts, are necessary for scar formation after injury, and can revert back to a less-activated state upon injury resolution.

Heart disease remains the number one cause of mortality in the Western world, with myocardial infarction (MI)-based injury and subsequent ventricular remodelling and heart failure as the major sequela underlying this lethality^1^. During MI, a portion of viable myocardium is lost and immediately replaced with a fibrotic scar that prevents ventricular wall rupture. In long-standing heart failure, interstitial fibrosis accumulates and leads to a restrictive cardiomyopathy with worsening cardiac function^2^. Both types of fibrotic responses result in the activation of fibroblasts into a cell type known as the myofibroblast, which mediates extracellular matrix (ECM) production and tissue remodelling through the inherent contractile activity of these cells^3^. The myofibroblast arises from the transdifferentiation of a number of potentially different cell sources within the injured heart, although the exact precursor cell type remains an area of ongoing controversy^4^. The formation of myofibroblasts is mediated by an increase in wall tension and/or cytokine signalling^2^,^5^.

The heart becomes populated with fibroblasts during embryonic development from epicardial and endothelial derived cells that invade the heart^6^. A majority of these cells develop from transcription factor 21 (Tcf21) (ref. 7), Wilms tumour 1 (Wt1) (ref. 8) or T-box 18 (Tbx18) (ref. 9) expressing lineages, although only Tcf21 continues to be expressed within resting fibroblasts of the adult heart^10^. During development, Wt1 lineage-traced fibroblasts contribute to 80–85% of the myofibroblasts within the left ventricle of the adult mouse heart after pressure overload stimulation^11^. However, many other cell types have been suggested as a major source for newly converted myofibroblasts within the diseased mouse heart. Specifically, endothelial-to-mesenchymal transition of resident endothelial cells was proposed to generate 70% of the myofibroblasts in the heart with pressure overload^12^,^13^. Pericytes, which are cells surrounding the vasculature, were also reported to be a major source for newly generated smooth muscle α-actin (αSMA) expressing myofibroblasts in the heart^14^. Finally, bone marrow-derived myeloid cells, fibrocytes and other infiltrating immune cells have been suggested to generate myofibroblasts in the injured heart^15^,^16^,^17^. Hence, the cellular origin of the cardiac myofibroblast remains unresolved.

Two significant issues have contributed to the discordant studies discussed above. One is the lack of an appropriate marker to uniformly identify resident fibroblasts and myofibroblasts within the heart. With respect to this issue, most previous analyses were based on co-labelling with panels of antibodies, none of which were exclusive for either resident fibroblasts or myofibroblasts. Initial markers, such as thymocyte differentiation antigen 1 (Thy-1, also called CD90)^18^ and fibroblast specific protein 1 (FSP1, also called S100A4)^19^ are not specific and each labels endothelial cells, immune cells, pericytes and select other cell types^20^,^21^. More recently, platelet-derived growth factor receptor-α (PDGFRα) has emerged as a marker for fibroblasts in the heart^11^,^22^,^23^, which along with a collagen1a1-GFP expressing transgene^7^,^11^,^23^,^24^, appear to identify the majority of resident fibroblasts, although how these markers account for myofibroblasts in the heart remains undefined^7^,^11^. Another means of identifying resident fibroblasts in the heart is the combination of vimentin antibody positivity but exclusion of CD31 and CD45 antibody reactivity (the latter of which identify endothelial cells and myeloid cells, respectively)^25^. Finally, αSMA is a myofibroblast marker used in many previous studies^26^, although it is also expressed in smooth muscle cells and antibody-based strategies to detect this protein within cells of the heart are often difficult to interpret. A second issue that has caused confusion in the field is that select Cre-expressing transgenes and knock-in alleles used for fibroblast lineage tracing in the past often lacked proper specificity or showed expression in unanticipated cell types^4^.

Periostin is another described marker of the myofibroblast that is expressed in adult tissues only after injury^27^. Periostin is a secreted matricellular protein involved in cellular adhesion and organization of collagen. Deletion of the *Postn* gene in mice renders cardiac fibroblasts unable to fully function and generate a proper scar after infarction injury, although heterozygous mice are normal^28^,^29^.

Here we generate mice containing a tamoxifen-inducible Cre recombinase (MerCreMer) expression cassette within the *Postn* genetic locus (*Postn*^*MCM*^). Using these knock-in mice, we show that the *Postn* genetic locus exclusively marks essentially all cardiac myofibroblasts without ectopic expression in other cardiac cell types. Lineage-tracing analyses with four additional Cre-expressing mouse lines show that nearly all of the periostin-labelled myofibroblasts in the heart arise from tissue-resident fibroblasts that express Tcf21.

## Results

### Periostin is exclusively expressed in areas of injury

While periostin is expressed almost exclusively in myofibroblasts in areas of tissue injury, it is a secreted protein and therefore cannot be used to identify cell types with an antibody-based approach. Hence, we generated a *Postn* knock-in mouse line containing the MerCreMer cDNA cassette (*Postn*^*MCM*^) for tamoxifen-regulated Cre activity (Fig. 1a and Supplementary Fig. 1). These mice were bred with a *Rosa26* (R26) loxP-inactivated eGFP (R26-eGFP)^30^ reporter line for experimental lineage tracing of cells (Fig. 1a). When these two alleles are crossed, any cell that expresses periostin in the presence of tamoxifen will permanently express eGFP. To first assess both the potential for nonspecific expression and leakiness of the system, *Postn*^*MCM/+*^; R26-eGFP mice were fed tamoxifen for 8 weeks, beginning at 8 weeks of age, but without injury (Fig. 1b). The data show <1% of interstitial cellular labelling in uninjured heart, skeletal muscle, kidney, lung, liver and skin (Fig. 1c and Supplementary Fig. 2a).

With acute MI injury and 1 week of tamoxifen labelling (Fig. 1d), *Postn*^*MCM/+*^; R26-eGFP mice showed abundant expression of periostin protein in the heart, the MerCreMer protein and the recombined eGFP protein from the *Rosa26* locus (Fig. 1e). At the histological level, sham-operated mice treated with tamoxifen showed no eGFP^+^ interstitial cells in the heart, while 7 days after MI injury these mice had abundant eGFP^+^ interstitial cells in the left ventricle within the infarct region only (Fig. 1f). Moreover, acute injury to lungs, skeletal muscle or skin also showed abundant induction of eGFP^+^ interstitial cells for the first time (Supplementary Fig. 2b,c). Finally, a time course after MI injury was performed by whole-mount imaging of hearts from *Postn*^*MCM/+*^; R26-eGFP mice. Mice were given tamoxifen the entire time and imaged at 1, 2, 3 or 7 days after MI, which showed specific and progressive eGFP labelling of only interstitial cells within the heart, but never myocytes themselves, and at the infarction injury site, starting as early as 1 and 2 days (Fig. 1g).

### Periostin expression is restricted to myofibroblasts

Next, the identity of the interstitial cell population labelled in *Postn*^*MCM/+*^; R26-eGFP mice was interrogated after MI injury and 2 weeks of tamoxifen treatment (Fig. 2a,b). Hearts were harvested and serial cryosections were processed to show fibrosis and coincident eGFP^+^ cell labelling (periostin lineage-traced) along with antibodies against vimentin, PDGFRα, αSMA, CD31, CD45 and FSP1 to identify fibroblasts or other interstitial cell types (Fig. 2c,d). Approximately 98% of the periostin lineage-traced cells were vimentin positive, while more than half were PDGFRα-positive and ∼80% were αSMA-positive but almost none were CD31, CD45 or FSP1 reactive (Fig. 2c,d). Consistent with these results, florescent-activated cell sorting (FACS) analysis of enzymatically isolated eGFP^+^ cells from injured *Postn*^*MCM/+*^; R26-eGFP mouse hearts quantitatively confirmed the histological results, with nearly an identical marker profile (Fig. 2e). Thy1 was also uniquely used in the FACS analysis since it is a surface marker and it has been reported to identify fibroblasts^31^,^32^ (Fig. 2e). Since the presence of vimentin reactivity and absence of CD31 and CD45 reactivity is a criterion for total fibroblast identity, and given that αSMA also marks myofibroblasts, our results indicate that periostin lineage-traced cells are myofibroblasts in the injured heart (more evidence is shown below). PDGFRα is also an accepted surface marker for resident fibroblasts in the heart^7^,^23^, which our analysis showed ∼54–58% concordance with periostin lineage-traced myofibroblasts (Fig. 2c,e). However, PDGFRα mRNA expression is downregulated in myofibroblasts compared with inactive, tissue-resident fibroblasts that uniformly express this marker (discussed below).

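Among the deposited data, mRNA values of Pdgfra, the gene of PDGFRα, are given for the single cells sequenced after Fluidigm capture, in TPM, a transcript abundance scaled within each cell. At the minimum of 5 TPM used in the methods, Pdgfra was detected in all 17 Tcf21-traced cells from uninjured hearts (exact 95% Clopper-Pearson interval from 80.5%). In the other resident class, the CD31- and CD45-negative cells of uninjured hearts, it was detected in 9 of 12 cells (75%, interval 42.8% to 94.5%). In periostin lineage-traced cells of the infarct region it was detected in 24 of 27 cells (88.9%, interval 70.8% to 97.6%). These intervals cover counting error only, and the intervals of the resident classes overlap that of the lineage-traced cells. A share of detected cells does not measure the level. In log2 (TPM+1), mean Pdgfra was 7.66 ± 2.08 (SD between cells) in the resident Tcf21-traced cells. It was 5.81 ± 4.00 in the other resident class and 5.79 ± 2.35 in the lineage-traced cells.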

A recent study suggested that the type of cardiac injury might induce different populations of cells to become myofibroblasts^10^. Hence, in addition to MI injury we also performed cardiac pressure overload by transverse aortic constriction (TAC) and infusion of the profibrotic neuroendocrine agonists, angiotensin II and phenylephrine (Ang/PE), as additional models of cardiac fibrosis. Both disease stimulations were conducted for 2 weeks in *Postn*^*MCM/+*^; R26-eGFP mice, concurrent with tamoxifen treatment (Supplementary Figs 3a,b and 4a,b). Both stimuli generated a large induction of periostin lineage-traced eGFP^+^ cells throughout the heart (Supplementary Figs 3c and 4c), which by immunohistochemistry were again defined as myofibroblasts (Supplementary Figs 3d and 4d). One unique aspect of the pressure overload response is that eGFP^+^ cells were concentrated within the left ventricular free wall, septum and left atria, regions of the heart that are particularly stretched in response to pressure overload, but less so in the right ventricle and right atria (Supplementary Fig. 3c). In contrast, eGFP^+^ cellular distribution was more uniform throughout the entire heart with 2 weeks of Ang/PE stimulation (Supplementary Fig. 4c). Taken together, these data suggest that periostin lineage-tracing identifies myofibroblasts in response to a wide range of cardiac stimuli that invoke a fibrotic response.

### Periostin-labelled fibroblasts are functional in disease

To assess the relevance of periostin-labelled myofibroblasts during cardiac injury and fibrosis, we generated compound heterozygote mice carrying the *Postn*^*MCM*^ allele and the *Rosa26*-DTA (diphtheria toxin A) allele, which generates an inducible Cre-dependent means of killing cells *in vivo* (Fig. 3a). Here *Postn*^*MCM/+*^; R26-DTA mice were given tamoxifen continuously after MI surgery and hearts from surviving mice were harvested 2 weeks afterwards (Fig. 3b). Ablation of periostin^+^ cells was verified by western blot, which showed a dramatic reduction in periostin protein in hearts of *Postn*^*MCM/+*^; R26-DTA mice after tamoxifen, compared with *Postn*^*MCM*^ control mice not containing the R26-DTA allele (Fig. 3c). *Postn*^*−/−*^ heart-protein extract was used as a control. Most importantly, *Postn*^*MCM/+*^; R26-DTA mice subjected to MI injury showed much greater lethality in the first few days due to ventricular wall rupture, which is consistent with lethality in *Postn*^*−/−*^ mice subject to the same injury due to a defect in the formation of a protective scar, or in a subset of developing embryos when collagen-dependent structural regions are formed in the cardiovascular system in and around the heart (Fig. 3d)^28^,^33^. Indeed, the few *Postn*^*MCM/+*^; R26-DTA mice that survived 14 days after MI injury showed reduced collagen levels in the infarct area (Fig. 3e). These results suggest that periostin-expressing myofibroblasts are required to generate a protective scar after MI injury.

### Periostin lineage-tracing labels all myofibroblasts

To more definitively examine the extent to which the periostin^+^ cells account for all of the collagen-producing myofibroblasts in the heart we also crossed the lineage-tracing *Postn*^*MCM/+*^; R26-tdTomato mouse with transgenic mice expressing GFP under the control of the collagen1a1 chimeric promoter (Supplementary Fig. 5a). The collagen1a1 promoter used to make the GFP transgene is a composite of a proximal promoter and an upstream DNase I hypersensitivity (HS4,5) region that conveys unique properties to the transgene, such that GFP is only expressed in tissue-resident fibroblasts and myofibroblasts but no other cell types^7^,^11^,^23^,^24^ (Supplementary Fig. 5a). The data show that nearly all periostin lineage-traced cells analysed 7 days post-MI in the injury region of the heart were collagen1a1-GFP expressing (Fig. 3f and Supplementary Fig. 5b,c). To further determine if periostin lineage-traced cells from *Postn*^*MCM/+*^; R26-eGFP mice accounted for all myofibroblasts in the heart we performed single-cell sorting by Fluidigm followed by RNAseq analysis after MI injury, versus uninjured hearts. 

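Non-myocyte cells were sorted from the hearts of adult mice, given in the labels as about 5 months of age, and captured as single cells on the Fluidigm C1 system, which isolates each cell in its own site and amplifies its cDNA there before sequencing. The paper dates the lineage-traced cells of the infarct region to 7 days after MI. The authors deposited log2 (TPM+1) for 17171 genes in 185 cells, where TPM is a transcript abundance scaled to the same total in each cell. Converted back to TPM, the values of a cell sum to between 999257 and 1000000, so the number of reads behind a cell cannot be read from them. The methods give an average read depth over the cells, and the depth of each cell is not known here. The deposited values were used without further normalization, and genes carry the symbols of the table, which gives no positions. Between 141 and 5419 genes were above the 5 TPM minimum in a cell. By their names the cells fall into 4 captures. The first held all 33 cells of uninjured hearts, and another the 57 infarct cells with the periostin lineage-traced cells and the eGFP-negative cells beside them. A further capture of 63 infarct cells held the activated Tcf21-traced cells, and the last held 32 cells of the infarct, most of them sorted as untraced cells from the scar. Classes from different captures therefore differ in capture as well as in kind, and these cannot be told apart. The value of a class is the mean of log2 (TPM+1) over its cells, the scale on which the paper averages its classes, and a difference is that between a pair of class means in log2 units. No label names the mouse a cell came from and cells of a heart are not replicates, so each class counts as 1 sample. No test was run, the SD given is the spread between cells, and shares of cells carry exact 95% Clopper-Pearson intervals.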

Analysis of the transcriptome from 185 individual cells that passed quality assurance (see Methods) was performed from the hearts of MI injured and sham mice, and 63 of these specifically sorted into the following non-myocyte interstitial cell groups that were analysed here: (1) resident interstitial cells from uninjured hearts that are eGFP^−^ CD31^−^ CD45^−^; (2) interstitial cells from the infarct region (activated) that are eGFP^−^ CD31^−^ CD45^−^; and (3) interstitial cells from the infarct region (activated) that are eGFP^+^ (periostin lineage-traced) CD31^−^ CD45^−^. 

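By the labels, the 63 cells are 12 resident cells of uninjured hearts, 24 activated Postn-negative cells and 27 activated Postn-traced cells. The activated classes come from the same capture and the resident cells from another. The paper places these 12 resident cells in uninjured hearts for Fig. 3g, while the legend of Fig. 7 places its control cells negative for CD31 and CD45 in the remote region of the heart. They are called cells of uninjured hearts here, as for Fig. 3g. The labels assign Fig. 3g to 12 untraced Postn-positive cells of the other infarct captures and not to the 27 traced cells. The traced cells were used here, because the paper defines its class by eGFP. The 24 activated Postn-negative cells are labelled by their lack of Postn, and 6 further untraced cells of that capture are labelled Postn-positive and belong to none of the 3 classes. The median cell of these 63 had 2520 genes above the minimum.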

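The 14 genes drawn as myofibroblast genes in Fig. 3g are Postn, Acta2 (αSMA), Adam12, Ctgf, Col1a1, Col1a2, Col3a1, Eln, Fbn1, Fn1, Mfap2, Lox, Wisp1 and Tnc. All 14 were more than 1 log2 unit higher in the activated Postn-traced cells than in the activated Postn-negative cells. The median of the 14 differences was 3.42, and the median of the 14 class means was 7.58 in the traced and 2.04 in the negative cells. Postn differed most, at 11.81 ± 1.18 (SD, n = 27 cells) against 1.44 ± 1.09 (SD, n = 24 cells), a difference of 10.37. Adam12 differed least, by 1.33. Col1a1 was 10.45 ± 1.53 in the traced and 6.55 ± 2.08 in the negative cells, a difference of 3.90 that exceeds the SD of either class. The differences of Fn1, Tnc and Acta2 were 5.98, 4.93 and 3.29. Taking the median over cells in place of the mean moved the median difference most, to 4.38. Among 10000 random lists of 14 genes matched on mean expression in 20 bins, the list stood at percentile 100. The paper reports these genes for these same cells and does not say how it chose them, so this rank cannot be taken as independent evidence. Among all genes above the minimum in at least 50% of the cells of the higher class, the 5 with the largest rise were Postn, Cthrc1 (9.18), Ptn (8.87), Mfap2 (7.40) and Mfap4 (6.87). The 5 with the largest fall were Gstm1 (-6.12), Scara5 (-5.73), Gsn (-5.60), Plac9b (-5.28) and Ifi205 (-5.10).

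**Figure D1:**
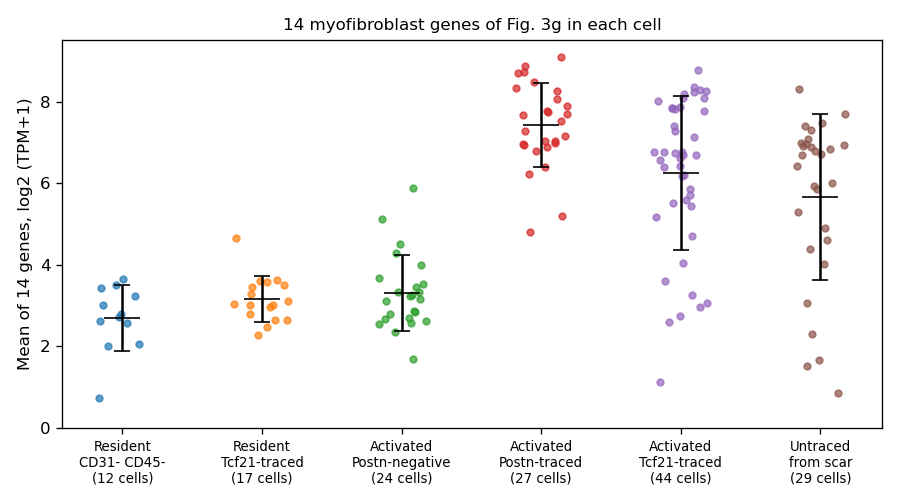
Mean of the 14 genes in each cell, in log2 (TPM+1), by class, with the mean and SD between cells of each class drawn as bars. The activated Postn-traced cells lie between 4.82 and 9.09 and the activated Postn-negative cells between 1.69 and 5.89.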

The bioinformatics analysis showed that the eGFP^+^ cells have a gene expression signature of a myofibroblast, with expression of essentially all hallmark ECM genes and ECM processing genes (Fig. 3g and Supplementary Data 1 and Supplementary Fig. 5d). Importantly, periostin-negative, non-GFP cells from the infarct region, which were excluded for CD31 and CD45 positivity, had essentially no gene signature associated with the myofibroblast, similar to non-fibroblast mesenchymal cells from uninjured hearts (Fig. 3g). 

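Set against the 12 resident CD31- and CD45-negative cells of uninjured hearts, the activated Postn-negative cells had a median difference of 0.30 over the 14 genes. In 10 genes the difference was within 1 log2 unit. The other 4 were higher in the activated Postn-negative cells, Fbn1 by 2.44, Ctgf by 2.42, Fn1 by 1.63 and Eln by 1.17. No gene was more than 1 log2 unit lower, and the lowest was Col1a1 at -0.70. Each of these 4 differences was smaller than the SD between the activated Postn-negative cells, which was 2.88 for Fbn1 and 4.06 for Ctgf. All 3 collagen genes of the list were above the minimum in 23 of the 24 activated Postn-negative cells (95.8%, interval 78.9% to 99.9%) and in 11 of the 12 resident cells. With means taken on the linear scale the median difference rose to 2.01, and with medians over cells it was 0. The capture differs between these classes, and if the resident cells were from a remote region the comparison would be with that region.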

As will be discussed later, collagen expression appears to extend to many other cell types and not just myofibroblasts (see below). In conclusion, these results indicate that the remaining *Postn*-negative mesenchymal cells from the infract injury region of the heart (eGFP^−^) lack a gene profile consistent with the myofibroblast, suggesting that the periostin lineage accounts for the vast majority if not all myofibroblasts generated in the heart after MI injury.

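The negative class was selected on Postn mRNA. With the 6 untraced Postn-positive cells of the capture added back to it, the median difference of the 14 genes from the traced cells was 3.35. At least 3 of 6 fibroblast marker genes were above the minimum in each of the 24 Postn-negative cells and in each of the 27 traced cells. Tcf21 was above it in 19 of the 24 Postn-negative cells (79.2%, interval 57.8% to 92.9%). From the low values of the myofibroblast genes in these untraced cells, the paper concludes that they lack the profile of a myofibroblast, and it proposes that nearly all myofibroblasts formed after MI belong to the periostin lineage.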

To further validate this conclusion, we also conducted an extensive histology subtractive-processing approach from areas of focal injury and fibrosis to the heart after AngII/PE infusion, TAC and MI injury in *Postn*^*MCM/+*^; R26-eGFP mice with continuous tamoxifen administration. The percentage of nuclei-tracked cells (blue nuclear staining) was assessed by immunohistochemistry for the combination of CD31/CD45/CD3 as the red channel, eGFP (green) for periostin lineage-traced myofibroblasts, and autofluorescence shadow imaging of cardiomyocytes (Fig. 4a,b). Using this subtractive histological strategy, nuclei from cells that were unlabelled in these focal injury areas might represent other sources of fibroblasts, or simply other mesenchymal cells of unknown aetiology. Remarkably, <3% of the cells in focal fibrotic areas of the left ventricle and septum were unaccounted for, and hence could represent a minor cell population with potential myofibroblast-like identity that was not periostin lineage traced (Fig. 4b). As a technical consideration, a percentage of unidentified cells could still have been bonafide periostin-expressing myofibroblasts, but were simply missed by the MerCreMer-based lineage-tracing strategy as it was only 90% penetrant when compared against periostin mRNA expressing cells from the injury area (Fig. 4c).

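In the capture that held the lineage-traced cells, Postn mRNA was above 5 TPM in 36 of 57 cells. Of these, 27 carried the lineage label (75%, interval 57.8% to 87.9%). The methods collect eGFP-positive and eGFP-negative cells by sorting before capture, and the ratio in which they entered this capture is not known here. The share depends on that ratio, so it need not measure the efficiency of recombination. Within this capture the share depended on the definition of a Postn mRNA-expressing cell. By the labels it was 81.8%, at a minimum of 1 TPM 52.9%, and for any value over 0 it was 51.9%. Of the alternatives set before the data were examined, counting every infarct cell labelled Postn-positive other than the Tcf21-traced cells moved it most, to 49.1% (27 of 55 cells), but this adds cells of captures that held no Postn-traced cell, which can only lower the share, so it says nothing about the definition.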

While incomplete efficiency likely accounts for some of the unidentified cells in the focal fibrotic areas of the injured heart, we further analysed 152 individual cells from the MI region of the heart using Fluidigm sorting and RNAseq profiling (this number is from the 185 total cells sequenced, 33 of which were from sham hearts). 

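The labels divide the 152 infarct cells into 27 Postn-traced, 24 Postn-negative, 28 Postn-positive cells not labelled as traced, 44 Tcf21-traced and 29 untraced cells sorted from the scar. Col1a1 was above the minimum in 145 of the 152 cells (95.4%, interval 90.7% to 98.1%). Fewer than 300 genes were above the minimum in 5 cells, all of them untraced cells from the scar, with 141 to 264 genes each. In such cells a value of 0 says little about whether a gene is expressed.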

We first systematically analysed the data for collagen-expressing cells that were also negative for our lineage-tracing gene, Postn, and identified five cells that had an mRNA signature of a peculiar fibroblast-like cell type (Fig. 4d). 

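Col1a1 was above the minimum and Postn was not in 28 of the 152 infarct cells (18.4%, interval 12.6% to 25.5%), of which 20 were activated Postn-negative cells, 4 Tcf21-traced cells and 4 untraced cells from the scar. Wt1 was above the minimum in 11 of the 152. Wt1 and Col1a1 above it with Postn and Tcf21 not above it were found together in 3 cells (1.97%, interval 0.409% to 5.66%), which were 1 activated Postn-negative cell and 2 cells from the scar, and 1 of the 3 also had Thy1. When any value over 0 counted as expressed, the count was 0. The labels do not name the 5 cells of Fig. 4d, so no average over them was formed.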

Compared with the periostin lineage-traced cells, these five cells were strongly Wt1 and Thy1 expressing, intermediate for FSP1 and αSMA, yet mostly negative for periostin and Tcf21 (Fig. 4d). However, these cells weakly expressed other known myofibroblast genes such as tenascin C, connective tissue growth factor (Ctgf) and microfibrillar-associated protein 4 (Mfap4), although they did express various collagens, Lox, fibronectin, or fibrillin compared with periostin^+^ Tcf21^+^ myofibroblasts (Fig. 4d). Collagen1a1, 1a2 and 3a1 are also expressed by many other parenchymal cell types, not just fibroblasts or myofibroblasts (Fig. 4e and Supplementary Fig. 6)^34^. Indeed, while periostin-traced myofibroblasts expressed the highest levels of collagen1a1 mRNA, CD31^+^ and FSP1^+^ sorted cells from the focal injury areas of the heart also showed expression of this gene (Fig. 4e). We also observed that cardiomyocytes from the heart express collagen1a1 mRNA in an injury inducible manner, although fivefold lower than levels of expression observed in a myofibroblast (Supplementary Fig. 6). In conclusion, periostin expression and lineage tracing with the *Postn*^*MCM*^ allele appears to account for essentially all of the myofibroblasts in the injured heart based on the expression of known marker genes, although collagen mRNA was not a reliable means of fibroblast identification.

### Origins of periostin-labelled adult cardiac fibroblasts

Myofibroblasts in the injured or diseased heart have been suggested to originate and transdifferentiate from many cellular sources, such as an endothelial cells, immune cells, smooth muscle cells, pericytes or epicardial derived resident fibroblasts^7^,^11^,^12^,^14^,^15^. However, there is disagreement even amongst these studies each claiming that one of these cell sources is dominant. Here we attempted to quantify the cellular sources for periostin-traced myofibroblasts in the mouse heart using lineage tracing with four independent genetic loci together with concurrent periostin expression (Fig. 5a). We used *Rosa26*^nLacZ^ reporter mice carrying either *Tcf21*^MCM^ (resident fibroblasts)^7^, *LysM*^Cre^ (macrophages)^35^, *Cdh5*^Cre^ (endothelial cells)^36^ and *Myh11*^CreERT2^ (smooth muscle cells)^37^ along with a periostin promoter transgene-driving ZsGreen^38^ (Fig. 5a). For the lineage-tracing component, mice with inducible Cre alleles were given tamoxifen for 2 weeks, then given MI injury 3 days later, while the two other mouse lines had constitutive and non-regulated Cre alleles and thus had continuous labelling (Fig. 5b). Hearts were processed for antibody detection of nuclear localized LacZ (β-galactosidase) versus ZsGreen expression from the periostin promoter^38^. The data demonstrate that nearly 70% of the currently expressing ZsGreen expressing cells were *Tcf21* lineage traced, but <1% were from the endothelial (*Cdh5*^Cre^), smooth muscle (*Myh11*^CreERT2^) or monocyte and macrophage (*LysM*^Cre^) lineages (Fig. 5c,d).

As yet another criteria for determining the extent to which select cellular origins contribute to myofibroblasts in the heart, the lineage-tracing analyses with these same Cre lines was compared against a full analysis of antibody markers as presented earlier (Fig. 5e). Mice were given tamoxifen food for 2 weeks, allowed 3 days off, then infarcted at 10 weeks of age and harvested 1 week later (Fig. 5f). *LysM*^Cre^ labelled cells primarily gave rise to CD45 and FSP1 expressing cells, but they lacked markers of fibroblasts (Fig. 5g and Supplementary Fig. 7). The *Myh11*^CreERT2^ traced cells lacked vimentin and histological analysis showed a localization pattern to the media of vessels in the heart where smooth muscle cells reside, but not within the infarct region that would be characteristic of myofibroblasts (Fig. 5h and Supplementary Fig. 7). Endothelial cells labelled with the *Cdh5*^Cre^ allele were mostly CD31 positive and only a small portion were co-labelled for vimentin, while none were αSMA expressing further suggesting that endogenous endothelial cell lineages do not generate myofibroblasts in the heart with MI injury (Fig. 5i and Supplementary Fig. 7). Thus, endothelial cells, smooth muscle cells and immune cells are negligible sources for generating myofibroblasts in the MI-injured adult mouse heart.

Since resident Tcf21 lineage-traced cells were the overwhelming source of periostin-expressing myofibroblasts in the infarct region of the heart, a more elaborate investigation of Tcf21 expression and lineage-traced cells was undertaken using *Tcf21*^*MCM/+*^; R26-eGFP mice (Supplementary Fig. 8a). Here, we first began with uninjured mice since Tcf21 is highly expressed in tissue-resident fibroblasts at baseline within the heart^7^,^10^,^39^. *Tcf21*^*MCM/+*^; R26-eGFP mice were given tamoxifen for 2 weeks and then harvested (Supplementary Fig. 8b). The lineage-tracing strategy labelled large numbers of resident fibroblasts throughout the uninjured adult heart, which were positive for vimentin and PDGFRα, but not αSMA, CD31 or FSP1 (Supplementary Fig. 8c,d). These results were confirmed by quantitative FACS analysis, which again showed that all resting Tcf21 lineage-traced fibroblasts from the heart expressed vimentin but not CD31, CD45 or FSP1 (Supplementary Fig. 8e,f).

Next we performed lineage tracing after MI injury in *Tcf21*^*MCM/+*^; R26-eGFP mice. Tamoxifen was given for 2 weeks before MI (with 3 days no treatment before injury), followed by harvesting of hearts 2 weeks later for analysis (Fig. 6a,b). The results showed a 10-fold increase in total Tcf21-labelled fibroblasts in the infarct region and associated border zone, reminiscent of how periostin-labelled myofibroblasts similarly expand (Fig. 6c). Immunohistochemistry-based quantification of all Tcf21 lineage-traced (eGFP^+^) fibroblasts also showed a profile consistent with periostin-labelled myofibroblasts within the infarct, in that they were positive for vimentin, αSMA and PDGFRα (Fig. 6d). To further characterize Tcf21-expressing cells in a similar mouse model of ischaemia-reperfusion (I/R) injury to the heart, a *Tcf21*^LacZ^ knock-in allele was used to mark currently expressing fibroblasts (Fig. 6e,f). An I/R model often generates a smaller injury area compared with MI so that expansion can be better examined. While the uninjured heart again showed expression in tissue-resident fibroblasts throughout the heart (corresponding to ∼10% of the total cell number in the heart), areas of direct injury with ongoing fibrosis showed a 10-fold expansion of Tcf21-expressing fibroblasts up through day 7 after injury (Fig. 6g,h). Taken together, these results suggest that Tcf21 lineage-tracing labels resident fibroblasts in the heart that expand and give rise to periostin-expressing myofibroblasts with injury.

### Tcf21^+^ fibroblasts become periostin^+^ myofibroblasts

Given the results presented above we hypothesized that Tcf21-expressing fibroblasts in the heart represented the primary progenitor pool, while expression of periostin marked progression of the same fibroblasts to myofibroblasts. To solidify this hypothesis further, *Postn*^*MCM/+*^; R26-eGFP; *Tcf21*^LacZ/+^ triple heterozygous mice were used, which allows for lineage tracing of periostin myofibroblasts and assessment of current Tcf21 expression (Fig. 7a). MI injury was also performed so as to induce periostin expression. Eight-week-old mice were subjected to MI surgery and hearts were harvested after 1 week of tamoxifen administration (Fig. 7b). Histological analysis of infarct regions showed areas of expanded Tcf21-expressing (LacZ^+^) fibroblasts within the border regions of the infarct, although some were also present within the infarct itself (Fig. 7c). However, analysis of periostin lineage-derived cells, which were highly expanded in the scar and fibrotic region of the heart, showed a loss of current Tcf21 expression (Fig. 7d). These results could suggest that Tcf21-expressing fibroblasts are more proliferative than Postn lineage-traced cells, although this issue is currently under investigation. We also observed a few rare cells that appeared to have expression of both, suggesting a transitional cell type (Fig. 7d, yellow arrows). Indeed, single-cell RNAseq analysis of 185 cells showed a gene signature whereby periostin lineage-traced cells from the infarct region expressed all the markers of myofibroblasts, while Tcf21-expressing fibroblasts from uninjured regions of the heart had an inactive profile for these same genes (Fig. 7e,f). 

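The 17 resident Tcf21-traced cells, labelled uninjured, come from the same capture as the resident CD31- and CD45-negative cells. All 14 genes were more than 1 log2 unit higher in the 27 activated Postn-traced cells than in these, with a median difference of 3.27 and a range from 1.49 for Fbn1 to 10.34 for Postn. In the resident Tcf21-traced cells Postn was 1.47 ± 1.22 (SD, n = 17 cells), Lox was 0.62 ± 2.01, and Tnc was listed at 0 in all 17. The Postn value depends on the labels, since 3 Tcf21-positive cells of that capture labelled Postn-positive are not in the class. The collagen genes had higher values in the resident cells, with Col1a1 at 7.13 ± 1.38 and Col3a1 at 8.46 ± 1.04. The alternative that moved the median difference most was the median over cells, at 4.68.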

Consistent with the immunohistochemistry, we observed that the activated Tcf21-traced cells go through an intermediate gene expression profile, such that Tcf21 was expressed along with some markers for myofibroblasts (Fig. 7e). However, the critical conclusion here is that Tcf21^+^ lineage-traced fibroblasts isolated from the infarct region become periostin-expressing myofibroblasts that are identical to periostin lineage-traced cells from the infarct region (Fig. 7f, Supplementary Data 2 and Supplementary Figs 9–11). Collectively, these results suggest that Tcf21-expressing resident fibroblasts are the primary source for generating periostin-expressing myofibroblasts in the heart with injury.

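Tcf21 and Postn were both above the minimum in 22 of the 44 activated Tcf21-traced cells (50.0%, interval 34.6% to 65.4%). Postn alone of this pair was above it in 17 cells (38.6%), Tcf21 alone in 4 (9.09%) and neither in 1. The share with both genes in the activated Postn-traced cells was 13 of 27 (48.1%, interval 28.7% to 68.1%), which is within the interval of the activated Tcf21-traced cells. In the resident Tcf21-traced cells it was 4 of 17 (23.5%, interval 6.81% to 49.9%), and Postn in these 4 cells was between 2.64 and 3.55, close to the minimum. This class leaves out 3 Tcf21-positive cells of the same capture that are labelled Postn-positive. All 3 had both genes above the minimum, with Postn at 6.08, 7.10 and 12.03. The share in resident cells therefore depends on that label. Counting every value over 0 moved the share of the activated Tcf21-traced cells most, to 59.1%.

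**Figure D2:**
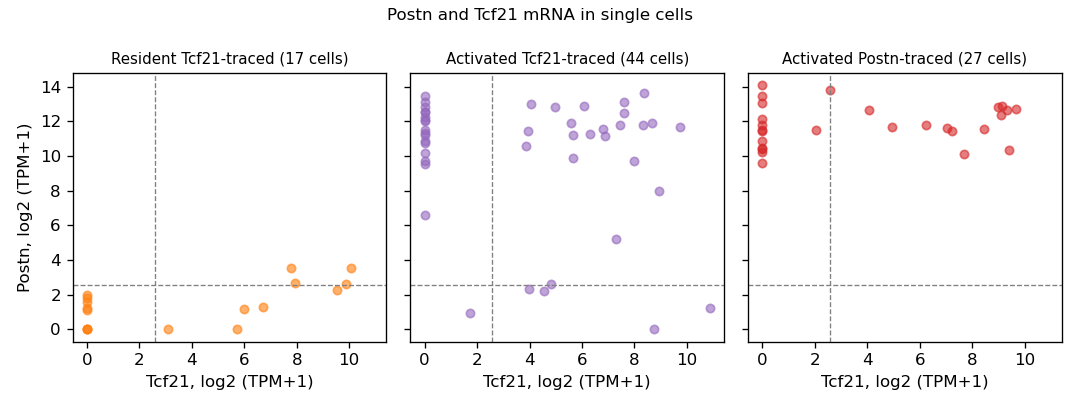
Postn against Tcf21, both in log2 (TPM+1), in each resident Tcf21-traced, activated Tcf21-traced and activated Postn-traced cell. Each point is a cell and dashed lines mark 5 TPM. The upper right field holds 22 of the 44 activated Tcf21-traced cells and 13 of the 27 activated Postn-traced cells.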

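Between the activated Tcf21-traced and the activated Postn-traced cells, which come from different captures, the median difference of the 14 genes was -1.16. In 5 genes the difference was within 1 log2 unit, 8 genes were more than 1 lower in the Tcf21-traced cells, and Ctgf was 1.06 higher. Every Postn-traced cell carries a Postn-positive label and had Postn at 9.60 or more, while the Tcf21-traced class was not selected on Postn. Its cells without Postn above the minimum had means of the 14 genes between 1.12 and 3.06, under every other cell of the class. No difference was computed with those cells left out. Tnc differed most, at 1.22 ± 2.55 (SD, n = 44 cells) against 5.26 ± 3.36 (SD, n = 27 cells), a difference of -4.03. The differences were -3.77 for Mfap2, -2.43 for Fn1 and -1.84 for Postn, which was 9.97 ± 3.78 in the Tcf21-traced cells. With means on the linear scale the median difference was -0.28. Across 15733 genes the Pearson correlation of the class means was 0.954, a value across genes, which are not independent replicates. The means of 156 genes were more than 2 log2 units apart, a count by size and not by a test. The count depends strongly on the scale, as it was 2480 with means on the linear scale. Simulated classes of these sizes with no shift had 38 of 12854 genes that far apart. Both were drawn gene by gene from the activated Tcf21-traced cells, so they hold no difference between captures, hearts or depth. The 38 genes therefore reflect the drawing of cells only and are no baseline for the 156. Among genes above the minimum in at least 50% of the cells of the higher class, those most raised in the Tcf21-traced cells were Ly6c1 (4.66), Ly6a (3.31), S100a4 (3.17), Ass1 (3.06) and Cd55 (3.02), and those most lowered were Ptn (-5.85), Dhrs3 (-5.55), AK205379 (-4.70), Mdk (-4.25) and AK210533 (-4.25).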

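The activated Tcf21-traced cells had Postn above the minimum in 39 of 44 cells (88.6%, interval 75.4% to 96.2%). Against the 17 resident Tcf21-traced cells of the capture from uninjured hearts, all 14 genes were more than 1 log2 unit higher, with a median difference of 2.24, a lowest difference of 1.22 for Tnc and a highest of 8.51 for Postn. The most distant alternative gave a median difference of 3.23, with a pseudocount of 0.1. From its results taken together, the paper proposes that resident fibroblasts expressing Tcf21 are the main source of the myofibroblasts.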

### Periostin^+^ myofibroblasts can be partially inactivated

The ability of periostin lineage-traced myofibroblasts to become inactivated was also analysed. Lineage tracing was performed in *Postn*^*MCM/+*^; R26-eGFP mice that were given tamoxifen to label activated fibroblasts for 2 weeks while the fibrotic agonists Ang/PE were infused with Alzet minipumps (Fig. 8a). Mice were then allowed to recover for 2 weeks with no Ang/PE as the fibrotic response regressed, and the fate of the lineage-traced eGFP^+^ cells was assessed by immunohistochemistry with concurrent αSMA immunostaining (Fig. 8a,b). The data show that immediately after 2 weeks of Ang/PE infusion nearly all the periostin lineage-traced (eGFP^+^) myofibroblasts were αSMA-positive in the heart (Fig. 8b). However, when the fibrotic response was partially regressed 2 weeks later, a number of periostin lineage-traced (eGFP^+^) cells were still present in the heart, although αSMA expression was no longer coincident (Fig. 8b). As a control, αSMA expression could still be visualized around the vasculature given the presence of smooth muscle cells (Fig. 8b).

To more carefully assess the identity of these persistent periostin lineage-traced (eGFP^+^) cells, FACS was used for cellular purification followed by RNAseq analysis (Fig. 8c). Compared with the RNAseq profile of currently activated periostin^+^ myofibroblasts taken right after 2 weeks of Ang/PE infusion, the ‘recovering’ eGFP^+^ cells showed a substantial reduction in cell cycle genes and in genes associated with the differentiated myofibroblast (Fig. 8c and Supplementary Data 3). For example, αSMA, collagen1a1, fibronectin, fibrillin, Mfap2 and Cthrc1 were all downregulated in the ‘recovering’ fibroblasts compared with myofibroblasts collected immediately after 2 weeks of Ang/PE infusion (Fig. 8c). More importantly, these ‘recovering’ periostin lineage-traced fibroblasts that remained in the heart now showed increased expression of Tcf21 and PDGFRα, both of which are downregulated in fully differentiated myofibroblasts from an active cardiac injury site (Fig. 8c). Overall, these results suggest that upon cessation of an injury response in the heart, periostin lineage-traced myofibroblasts can revert back to a state more consistent with a resident Tcf21-expressing fibroblast.

## Disscussion

The results of this study suggest a new molecular definition for the myofibroblast within the adult heart based on expression of periostin as a final common marker, which also likely applies to many other tissues and organs that can succumb to fibrotic disease under various pathological conditions. Within the heart essentially all myofibroblasts, regardless of their prior lineage, express periostin and can be directly traced using the *Postn*^*MCM*^ allele. RNAseq analysis showed that these periostin-traced myofibroblasts have a gene expression profile fully consistent with a cell type known as the myofibroblast. In addition to periostin, these cells express contractile genes such as αSMA and other genes critical for ECM production, ECM conditioning and ECM remodelling^40^. 

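Acta2, the gene of αSMA, was above the minimum in 15 of the 27 activated Postn-traced cells (55.6%, interval 35.3% to 74.5%) and was listed at 0 in 11 of them. It was also above the minimum in 22 of the 44 activated Tcf21-traced cells, 12 of the 28 untraced Postn-positive cells (42.9%), 7 of the 29 untraced cells from the scar (24.1%, interval 10.3% to 43.5%), 4 of the 17 resident Tcf21-traced cells, 3 of the 24 activated Postn-negative cells (12.5%, interval 2.66% to 32.4%) and 0 of the 12 resident CD31- and CD45-negative cells, which for 0 allows a share of up to 26.5%. The share of untraced Postn-positive cells differed by capture. Acta2 was above the minimum in 0 of the 6 such cells from the capture with the Postn-traced cells. It was above it in 11 of 19 from the capture with the activated Tcf21-traced cells and in 1 of 3 from the scar capture. For Acta2, the SD between the Postn-traced cells was 4.00 around a mean of 4.25. Lox was above the minimum in 25 of the traced cells, Tnc in 19, and Fn1 and Fbn1 in all 27.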

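In the single-cell data, Vim was above the minimum in all 27 activated Postn-traced cells, with a mean of 11.55 ± 1.35 (SD between cells). Pecam1 (CD31) and Ptprc (CD45) were above it in 0 of the 27, which allows a share of up to 12.8% for each gene. Over all 152 infarct cells, Ptprc was above it in 0 and Pecam1 in 5 (3.29%, interval 1.08% to 7.51%). Cells with CD31 or CD45 were excluded by the sort before capture. The counts of Pecam1 and Ptprc therefore describe the sort and cannot show whether lineage-traced cells lack these markers.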

Periostin^+^ myofibroblasts from the heart, confirmed both by lineage tracing and periostin single-cell RNAseq analysis, were vimentin positive but CD31- and CD45-negative, and they also expressed the collagen1a1-GFP transgene and were intermediate positive for PDGFRα. However, PDGFRα and Tcf21 were most highly expressed in tissue-resident fibroblasts that were unstimulated, compared with lower levels of expression in periostin lineage-traced myofibroblasts. 

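Pdgfra was 7.66 ± 2.08 (SD, n = 17 cells) in the resident Tcf21-traced cells, 5.81 ± 4.00 (SD, n = 12) in the resident CD31- and CD45-negative cells and 5.79 ± 2.35 (SD, n = 27) in the activated Postn-traced cells, in log2 (TPM+1). The difference of the traced cells from the resident Tcf21-traced cells was -1.87 and that from the activated Postn-negative cells of the same capture was -0.48. Tcf21 was 3.93 ± 4.15 in the resident Tcf21-traced cells, 3.25 ± 3.85 in the resident CD31- and CD45-negative cells, 3.92 ± 4.03 in the activated Postn-traced cells and 6.60 ± 3.73 (SD, n = 24) in the activated Postn-negative cells. Outside these classes it was 8.95 ± 0.44 (SD, n = 3) in cells of uninjured hearts labelled positive for Tcf21 and Postn. The Tcf21 difference of the activated Postn-traced cells was -2.68 from the activated Postn-negative cells and -0.01 from the resident Tcf21-traced cells. Each of these 4 differences of Pdgfra and Tcf21 was smaller than the SD between the cells of either class. Over the alternatives the Pdgfra difference from the resident Tcf21-traced cells lay between -2.80 and -1.37, negative in all 9 run, and the Tcf21 difference from the activated Postn-negative cells between -5.09 and -1.26, negative in all 10. The Tcf21 difference from the resident Tcf21-traced cells lay between -0.76 and 0.49, so it had no steady direction. The Pdgfra difference from the activated Postn-negative cells lay between -3.43 and 0.04, the latter when each cell was centred on the median of its genes above the minimum.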

While much of the analysis was based on MI injury to the left ventricle, an identical profile was observed after pressure overload-induced cardiac hypertrophy and with Ang/PE infusion. Using a histological approach to account for all possible cell types within injury areas of the heart, in combination with single-cell RNAseq, periostin lineage-traced cells appeared to account for essentially all of the myofibroblasts present in the injured heart. This paradigm also appears to relate to all other tissues we have thus far analysed (skeletal muscle, lung and skin).

Tcf21 lineage-traced cells were shown to be the primary source for future periostin-expressing myofibroblasts in the heart after injury, with most other previously implicated lineages having either no or only a minimal contribution. Tcf21 is expressed in and marks the epicardium of the developing embryonic heart (similar to Wt1 and Tbx18), which then invades the heart as it gives rise to resident fibroblasts and smooth muscle cells. Deletion of *Tcf21* results in hearts mostly lacking fibroblasts^7^, and we previously demonstrated that Tcf21-expressing cells populate areas of cardiac fibrosis and injury in the adult heart with pressure overload and MI injury^10^. More recently, epicardial derived fibroblasts, as traced with *Wt1*^CreERT2^ or *Tbx18*^CreERT2^ alleles, were shown to give rise to 80% or more of the total fibroblasts in the left ventricle of a failing mouse heart^11^,^31^ Thus, there is strong support for the conclusion that tissue-resident fibroblasts in the adult heart are the primary cell type that generates myofibroblasts upon injury. This same paradigm appears to be present in the fibrotic cap of diseased vasculature in atherosclerotic mice where Tcf21 lineage-traced cells were shown to uniformly express αSMA, periostin and PDGFRα^41^.

The conclusion that Tcf21-expressing resident cardiac fibroblasts are the primary source of disease-activated myofibroblasts in the heart is not consistent with previous studies that have suggested alternate lineages. For example, endothelial-to-mesenchymal transition from resident endothelial cells was reported to be a major source of myofibroblasts in the heart with injury^12^,^13^. Reasons for this discrepancy may be due to the use of the constitutive Tie1^Cre^ transgenic line for lineage tracing along with αSMA and FSP1 immunohistochemistry^12^. For example, FSP1 is not specific to fibroblasts^20^, and our data suggest that FSP1 is more highly expressed in immune cells, and is largely absent in Tcf21 fibroblasts or periostin lineage-traced myofibroblasts. Moreover, the constitutive Tie1^Cre^ transgenic line is also known to be expressed in immune cells^42^. 

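FSP1 is encoded by S100a4. It was above the minimum in 27 of the 44 activated Tcf21-traced cells (61.4%, interval 45.5% to 75.6%), with a mean of 4.51 ± 3.96 (SD between cells), and in 5 of the 27 activated Postn-traced cells (18.5%, interval 6.30% to 38.1%), with a mean of 1.34 ± 3.05. The 17 resident Tcf21-traced cells held 1 such cell (5.88%, interval 0.149% to 28.7%). These classes come from 3 different captures. The paper's staining and flow cytometry for FSP1 used antibodies to the protein, while S100a4 here is mRNA. Its marker staining after MI was also done at a later time than these cells were taken. Cells with CD45 were excluded from the sort, so the level in immune cells was not analysed here. The share in the activated Tcf21-traced cells was the same at each minimum tried.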

Another previous study that was discordant with our results used a constitutive Tie2^Cre^ transgenic line to track cells, although the Tie2 promoter is expressed in all hematopoietic and bone marrow cells as well^43^. Finally, cells of myeloid origin have been proposed as a major source for newly generated myofibroblasts in the heart^15^,^16^,^17^. Our results with *LysM*^Cre^ lineage tracing do not support this conclusion, and in separate studies with a *Kit*^*Cre*^ lineage-tracing system for total hematopoietic and immune cells, we also failed to observe significant myofibroblast contribution^44^.

In conclusion, the results presented here are most consistent with the hypothesis that Tcf21-expressing resident fibroblasts are the primary source of cells that directly become myofibroblasts in the heart with injury. With this new potential understanding of the cellular basis for fibrosis in the heart, it should now become more feasible to design therapies to target the activity of the periostin-expressing myofibroblast that underlies cardiac remodelling and disease responsiveness.

## Methods

### Mice

All experiments involving mice were approved by the Institutional Animal Care and Use Committee (IACUC) at Cincinnati Children’s Hospital Medical Center. Targeted *Postn*^MCM^ mice were generated by standard gene-targeting techniques. DNA homology arms upstream and downstream of the ATG start codon of the *Postn* gene were subcloned into a plasmid backbone to create a gene-targeting construct. The plasmid also contained a diphtheria toxin A (DTA) cDNA cassette for negative selection and a frt site-flanked neomycin cDNA cassette for positive selection. A cDNA encoding the MerCreMer cDNA^45^ was cloned in-frame with the *Postn* ATG start site of exon 1. Embryonic stem (ES) cells were electroporated with this linearized DNA-targeting vector and G418-resistant colonies were picked and subject to Southern blot and PCR to identify properly targeted clones. ES cell aggregation with eight-cell embryos was used to generate chimeric mice. Germline transmitting male chimeras were crossed with *Rosa26*-Flpe females (B6.129S4-*Gt(ROSA)26Sor*^*tm1(FLP1)Dym*^/RainJ) to delete the neomycin cassette at the frt sites, and verified offspring were further backcrossed to C57Bl/6J for five generations. Reporter mice FVB.Cg-*Gt(ROSA)26Sor*^*tm1(CAG*−*lacZ,EGFP)Glh*^/J (previously modified by cross-breeding to B6(C3)-Tg(Pgk1-FLPo)10Sykr/J) and B6.129(Cg)-*Gt(ROSA)26Sor*^*tm4(ACTB*−*tdTomato*,−*EGFP)Luo*^/J were purchased from the Jackson Laboratories^30^. PCR genotyping of *Postn*^MCM^ mice used the following primers, (wt-Postn-forward: 5′-TCT GTA AGG CCA TCG CAA GCT-3′; mutant-forward: 5′-GGT GGG ACA TTT GAG TTG CT-3′ and WT intron-reverse: 5′- AAT AAG TAA AAC AGC TCC CCT-3′). Other mouse lines are as follows: *LysM*^Cre^ B6N.129P2(B6)-Lyz2tm1(cre)Ifo/J] Jax stock no: ID018956; *Cdh5*^Cre^ [B6.FVB-Tg(Cdh5-cre)7Mlia/J] Jax Stock No: 006137. *Myh11*^CreERT2^ [B6.FVB-Tg(Myh11-cre/ERT2)1Soff/J] Jax Stock No:019079. Rosa26-DTA [Gt(ROSA)26Sortm1 (DTA)Jpmb/J] Jax Stock No:006331. Rosa26-nLacZ [FVB.Cg-Gt(ROSA)26Sortm1 (CAG-lacZ,-EGFP)Glh/J] Jax Stock No:012429. *Tcf21*^LacZ^ (ref. 46); *Tcf21*^MCM^ (ref. 47); collagen1a1-GFP^24^, *Postn*^*−/−*^ (ref. 28) and Postn-ZsGreen^38^ mice were previously described.

### Animal procedures

Tamoxifen citrate containing mouse chow at a treatment dosage of 400 mg kg^−1^ (Harlan laboratories) was used to activate the inducible MerCreMer protein or the CreERT2 protein, thereby inducing Cre recombinase activity. The duration of treatment is indicated within each experiment. MI was induced in mice via permanent surgical ligation of the left coronary artery^48^. Briefly, mice were anaesthetized using isoflurane and a left lateral thoracotomy was performed. The left coronary artery was identified and ligated just below the left atrium. Myocardial injury induced by I/R was used as a model with less overall injury to the myocardium, so that a more regional fibrotic response and its expansion could be examined as described previously^49^. Pressure overload by TAC is performed by tying a silk ligature around a 26-gauge wire (mice) and the transverse aorta as it leaves the heart, to generate a defined constriction when the wire is removed, which produces a pressure load on the heart leading to hypertrophy^50^. Lung fibrosis and remodelling is caused indirectly through TAC surgery and cardiac ventricular failure as described in the literature^51^. For Ang/PE treatment, micro-osmotic pumps (Azlet Model 1002) were inserted subcutaneously delivering combination of 1.5 μg g^−1^ day^−1^ angiotensin II (Sigma, A9525-50G) and 50 μg g^−1^ day^−1^ phenylephrine hydrochloride (Sigma, P6126-10G) for 2 weeks. Control animals were treated with saline. Mice were either sacrificed by CO_2_ asphyxiation or by excision of the heart under deep isoflurane sedation. Skeletal muscle injury is caused by direct injection of cardiotoxin (Sigma-Aldrich C9759-1MG) (10 μM in sterile PBS; 0.36 mg kg^−1^, 100 μl total volume) to the hind limb muscle of adult mice with a 28.5-gauge needle while mice were under mild isofluorane sedation^52^. Isolated organs were fixed in 4% paraformaldehyde (PFA) for 3.5 h, and immersed in PBS containing 30% sucrose overnight before embedding in OCT (Tissue-Tek) for cryo-sectioning. For skin injury mice received 6 mm excisional biopsy wounds created with a disposable biopsy punch apparatus (Integra Miltex) on the dorsal midline of their back under anesthesia^53^.

### Histology and immunohistochemistry

Isolated organs were fixed for 3.5 h in freshly diluted 4% PFA at 4 °C, rinsed with PBS and cryoprotected in 30% sucrose/PBS overnight before embedding in OCT (Tissue-Tek). Afterwards, 10 μm cryosections were collected and then blocked for 30 min at room temperature in a blocking solution (PBS with 5% goat serum, 2% bovine serum albumin, 0.1% Triton X-100), which was also used to dilute antibodies. The following primary antibodies were used at 1:200 dilution on cryosections: vimentin (Abcam ab45939); PDGFRα (R&D Diagnostics AF1062); αSMA (Sigma A2547); CD31 (BD Biosciences 553370); CD45 (BD Biosciences 553076); FSP1 (Abcam ab27957) and NG2 (Millipore ab5320); collagen type I (Abcam ab21286); and sarcomeric α-actin (Sigma A2172) and β-galactosidase (Abcam ab9361). Primary antibodies were incubated overnight at 4 °C. Sections were washed three times for 5 min each in PBS and incubated with a 1:500 dilution of Alexa Fluor 555-conjugated goat anti-mouse antibody (Invitrogen) in 2% BSA/5% goat serum/PBS for 45 min at room temperature. After washing three times for 5 min each, fibres were stained with DAPI and mounted on slides using aqueous mounting medium (Biomeda, Foster City, CA). Secondary antibodies were incubated for 2 h at room temperature at 1:500 dilutions, and three washes of 5 min each were performed in PBS. Cryosections were used to visualize native eGFP or tdTomato fluorescence from the different Rosa26-containing reporters. Images were acquired on an inverted Nikon A1R confocal microscope using NIS Elements AR 4.13 software. Some images were further processed in Photoshop or Image J to increase brightness/contrast of individual channels before generating a pseudo-coloured overlay. For detection of β-galactosidase (LacZ) expression adult hearts were fixed in 2% PFA in PBS (pH 7.4) for 2 h at 4 °C, and rinsed in three changes of PBS over 30 min followed by β-galactosidase staining of 10 μm sections by incubating in a solution of 2 mM MgCl_2_; 0.02% IGEPAL; 0.01% deoxycholate and 5 mM each K^+^Ferrocyanide/K^+^Ferricyanide in sodium phosphate buffer pH 7.4 containing X-Gal at 1 mg ml^−1^ concentration at 37 °C overnight. Masson’s trichrome staining was done with a kit (Sigma-Aldrich HT15-1KT) per manufacturer’s instructions. Whole heart eGFP images were captured with Leica M165FC stereo microscope with fluorescent capability using Leica DFC310 FX camera and Leica Application Suite.

### Isolation of cardiac fibroblasts

For FACS analysis whole cardiac ventricles were excised from mice, rinsed with cold sterile HBSS (Fisher Scientific, SH30588.01), and then placed in a 35 mm dishes with 300 μl DMEM (Fisher Scientific, SH30022FS) to prevent drying. For isolating fibroblasts from injury or remote regions, hearts were dissected under a stereomicroscope with fluorescence capability to precisely dissect the injury site on the left ventricle by viewing eGFP fluorescence. Ventricles or parts of the ventricles were then thoroughly minced with sterile fine scissors and digested in 10 ml of DMEM containing Worthington collagenase type 2 (LS004177) (100 U ml^−1^ or 0.2%) at 37 °C for up to 90 min total. During this incubation, the digesting tissue was triturated for a minute with a narrow-bore sterile serological pipette every 15 min. Tubes containing triturated tissue were rested vertically for 2 min and 5 ml of the unsettled supernatant cell suspension containing liberated fibroblasts was collected into a tube containing cold DMEM. The undigested fraction was brought up to 10 ml with fresh digestion media and the digestion procedure was repeated until the entire heart was liberated into single cells. After the digestion, cardiomyocytes and debris from interstitial cells were eliminated by two serial centrifugations at 10*g* for 5 min at 4 °C and the non-cardiomyocyte cell fraction was collected after a final centrifugation at 500 g for 10 min at 4 °C and pellets were resuspended in 2% fetal calf serum in HBSS. After isolation, cells were kept on ice and further processed by FACS.

### Flow cytometry and cell sorting

Flow cytometry analysis was performed on isolated cardiac interstitial cells using a BD FACSCanto II running FACSDiva software with the following configuration: 405 nm laser for Alexa405, 633 nm for APC and 488 nm for GFP. Voltages were determined using single-stain and fluorescence minus one (FMO) controls. Analysis was performed using FlowJo vX. Cells isolated as described above were either stained with surface markers using APC conjugated antibodies against CD31 (eBioscience 17-0311-82); CD45 (BD Biosciences 559864) and PDGFRα (eBioscience 17-1401-81) or with intracellular markers using unconjugated antibodies against vimentin (Abcam ab45939) and FSP1 (Abcam ab27957). For surface markers, cells were incubated for 30 min on ice with 2% fetal calf serum in HBSS containing antibodies at a 1:200 dilution. Cells were then washed three times with HBSS and analysed. For intracellular staining, cells were fixed in 4% PFA at 4 °C, and rinsed with HBSS before staining. These cells were later incubated for 30 min on ice with 2% fetal calf serum 0.1%;Triton-X 100 in HBSS containing primary antibodies at a 1:200 dilution. Cells were then washed three times and incubated for another 30 min on ice with 2% fetal calf serum 0.1%; Triton-X 100 in HBSS containing secondary antibody conjugated to Alexa flour 647 and analysed after three washes. For analysis of lineage tracing, we utilized the endogenous eGFP fluorescence expressed by the recombined reporter allele.

For FACS of lineage-traced cells, injured and uninjured regions of left ventricles were micro-dissected under dissection microscope. Total interstitial cell fractions from these injured or uninjured regions were isolated by enzymatic digestion as described above and cells were stained for surface markers of endothelial (CD31) and myeloid (CD45) populations to negatively sort and eliminate these non-fibroblast populations that would contaminate the fibroblast single-cell analyses (described below). Briefly, cells were incubated for 30 min on ice with 2% fetal calf serum in HBSS containing both CD31 (eBioscience 17-0311-82) and CD45 (BD Biosciences 559864) antibodies conjugated with APC at a 1:200 dilution. Cells were then washed three times with HBSS and 7-Aminoactinomycin D (7-AAD) (Life TechnologiesA1310), a viability dye added to the suspension before sorting. Sorting was performed with BD FACS Aria Instrument where dead cells (7AAD^+^) and non-fibroblasts (CD31^+^CD45^+^) were negatively gated before collecting either lineage-traced (eGFP^+^) or non-lineage (eGFP^−^) cells from *Postn*^*MCM/+*^; R26-eGFP or *Tcf21*^*MCM/+*^; R26-eGFP mice.

### Single-cell capture and RNA isolation

Single-cell suspensions were acquired by FACS and resuspended in HBSS, and the concentration adjusted to 350,000 cells ml^−1^. Up to 96 single cells from four separate lineage-tracing experiments were captured with the Fluidigm C1 system and the lineage positivity of the captured cells was immediately determined and mapped by fluorescent microscopy, so that cells could be classified as either eGFP-positive (Postn or Tcf21 lineage-traced) or eGFP-negative (see below for details). Single-cell RNA isolation was carried out with the Clontech UltraLow SMARTer amplification chemistry, and Illumina/Nextera tagmentation-barcoding to obtain RNA sequence from individual cells, as per Fluidigm recommended protocols. Before amplification and sequencing RNA quality was determined with an Agilent instrument with RIN (RNA Integrity Numbers) ranging from 9.2–10 with bioanalyser traces showing both the 18S and 28S ribosomal peaks present with minimal degradation were proceed to sequencing (Agilent Bioanalyzer). Total of 185 cells passed the RNA quality test and proceeded to sequencing. Sequencing with the Illumina HiSeq2500 was carried out with single-end, 100 base-reads, and an average per cell read depth of 2.6 million.

The breakdown of cells captured and analysed in single-cell RNAseq are depicted in Supplementary Table 1. For some groups we compare Postn lineage-traced cells (eGFP^+^) with eGFP-negative cells although a small number of these negative lineage-traced cells were Postn mRNA expressing, reflecting the inefficiency of the Cre-loxP system.

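By the labels, 28 infarct cells were Postn-positive without being labelled as traced, and they were spread over the infarct captures with 6, 19 and 3 cells. Only the 6 cells share a capture with Postn-traced cells. The 19 cells are in the capture of the activated Tcf21-traced cells, where untraced need not refer to a periostin trace. The 19 and the 3 cells therefore cannot show how often the periostin trace missed a cell. Among all 30 untraced cells of the capture that held the periostin lineage-traced cells, Postn mRNA was above 5 TPM in 9 (30.0%, interval 14.7% to 49.4%). These were the 6 cells labelled Postn-positive and 3 of the cells labelled Postn-negative.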

### Bioinformatics of RNAseq

RNAseq analysis was performed as described previously^54^,^55^. 

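The deposited table held 17171 genes, each above 0 in at least 1 of the 185 cells. More than 5 TPM in at least 1 cell was reached by 15733 of them. Of all values in the table, 75.1% were listed at 0, and the highest was 16.02 in log2 (TPM+1).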

Briefly, quality assurance analysis was performed on all the cells using a heat map of the top 12,043 genes expressed that had greater than five TPM in at least one cell, ranked by the average expression of these genes across all samples from highest to lowest. This heat map showed us evident trends of transcripts where activated cell populations had significantly more transcripts compared with the resident quiescent cell populations. However only a very few cells were identified with poor library depth based on the library genes which were used for analysis but not presented in the figures. 

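The number of genes above 5 TPM per cell stood in for the number of transcripts, since TPM values do not keep the depth. Its median was 2258 in the 33 cells of uninjured hearts (range 1674 to 2887) and 3071.5 in the 152 infarct cells (range 141 to 5419), a difference of 813.5. A minimum of 1 TPM moved this difference most, to 935. No capture held cells of both kinds of hearts. Within the capture that held them both, the median was 3643 in the activated Postn-traced and 2342 in the activated Postn-negative cells. The resident CD31- and CD45-negative cells had a median of 2091.5, the resident Tcf21-traced cells 2264, the activated Tcf21-traced cells 3134 and the untraced cells from the scar 3177. The SD between cells was 698 in the activated Postn-traced and 596 in the activated Postn-negative cells.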

Genes with >5 TPM in at least one cell from the 12,043 total gene coverage were analysed for differential expression and to identify different cell types or the principle groups of cells that were present in the populations. Differentially expressed genes and cell classification was carried out using both log2 (TPM+1) normalized or further median-normalized expression values. Genes that were significantly different between activated and non-activated were used to classify the cells and identify other genes that were different within the activated or non-activated cells with hierarchical clustering. Gene lists of relative enrichments for various functional associations were determined using ToppGene. The RNAseq data were uploaded to GEO database (GSE83337).

### Western blots

Western blotting was performed as described previously^56^. Briefly, hearts were homogenized in RIPA buffer (50 mM Tris-HCl, 1 mM EDTA, 1 mM EGTA, 150 mM NaCl, 1% NP-40) containing protease inhibitor cocktail (Sigma-Aldrich P8340) with a Dounce homogenizer. Forty micrograms of protein per sample were resolved on 10% SDS–polyacrylamide gel electrophoresis gels, transferred onto PVDF membranes, immunoblotted with antibodies for periostin (Novus BiologicalsNBP1-30042); Cre (Novagen 69050-3); GFP (Novus Biologicals NB600-310) at a 1:800 dilution and GAPDH (Fitzgerald 10R-G109a) at a 1:20,000 dilution, and then incubated with the appropriate alkaline phosphate-linked secondary antibody. PVDF membranes were visualized by enhanced chemifluorescence (Amersham). Uncropped versions of the scans are presented in Supplementary Fig. 12.

### Cell isolation and sorting for qPCR

Adult cardiomyocytes were isolated by removal of beating hearts from anaesthetized mice and cannulated for retrograde perfusion with modified Tyrode solution (NaCl 120 mM, KCl 14.7 mM, KH_2_PO_4_ 0.6 mM, Na_2_HPO_4_ 0.6 mM, MgSO_4_ 1.2 mM, HEPES 10 mM, NaHCO_3_ 4.6 mM,taurine 30 mM,glucose 5.5 mM, butanedionemonoxime (BDM) 10 mM, pH7.4) supplemented with LiberaseTH (Roche)^44^. After perfusion, hearts were disassociated into individual cardiomyocytes and aggregated by two serial centrifugations at 10*g* for 5 min at 4 °C and the non-cardiomyocyte cell fraction was collected after a final centrifugation at 500 g for 10 min at 4 °C. Endothelial (CD31+) and myeloid (CD45^+^) cell fractions were sorted out with a Magnetic Cell Isolation and Cell Separation kit (Miltenyi Biotec) per manufacturer’s instructions with antibodies against CD31 (Miltenyi Biotec 130-097-418) and CD45 (Miltenyi Biotec 130-052-301) using manufacturer’s recommended dilutions.

### Quantitative real-time PCR

RNA was isolated from sorted cells using the RNeasy Mini Kit (QIAgen) and cDNA synthesized using the Verso cDNA Synthesis Kit (Thermo Scientific) according to the manufacturer’s protocols. Quantitative real-time PCR (qRT-PCR) was performed on a BioRad CFX Connect Real-Time System using BioRad SsoAdvanced Universal SYBR Green Supermix and primers specific for Col1a1 (Col1a1 qPCR-Fw 5′-GCCAAGAAGACATCCCTGAAG-3′ and Col1a1 qPCR-Rev 5′-TGTGGCAGATACAGATCAAGC-3′) or 18S as described previously^57^. Data were generated using the standard curve and normalized to 18S expression.

### Statistics

For studies involving cardiac injury such as MI, group sizes were determined based on previously observed post-operative mortality rates for this procedure. No experimental animals were excluded in any of the analyses. For flow cytometry experiments and direct counting of cells in histological sections two-group comparisons were performed using Student’s two-tailed *t*-test, with *P*<0.05 considered statistically significant. All error bars throughout the figures are s.e.m. and all represented data are averages. When representative FACS plots or immunohistological images are shown, at least three independent samples were analysed from separate mice. Animal numbers and sample sizes reflected the minimal number needed for statistical significance based on power analysis and prior experience. No data were excluded from any of the experiments, and randomization and blinding were not performed because it was not appropriate for the types of animal groups used here, or the types of comparisons used between groups.

### Data availability

RNA sequencing data generated in this manuscript that support the findings of this study have been deposited in GEO (Gene Expression Ominbus) of NCBI under accession code GSE83337, which are also listed, in part, in the first three Supplemental Data sets as Excel spreadsheets. All other relevant data are available upon request from the authors.

## Additional information

**How to cite this article:** Kanisicak, O. *et al*. Genetic lineage tracing defines myofibroblast origin and function in the injured heart. *Nat. Commun.* 7:12260 doi: 10.1038/ncomms12260 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-12 and Supplementary Table 1

Supplementary Data 1 Gene expression enrichment and GO term annotation for Postn-lineage traced cells versus CD31-CD45-Postn- cells from MI injured heart or CD31-CD45- from uninjured heart (populations compared in Fig3)

Supplementary Data 2 The average gene expression levels shown in the heat map of the 1048 genes with >5 TPM in at least one cell and differentially expressed between cell population groups in figure 7f with 5% FDR

Supplementary Data 3 Gene expression changes and GO annotation between Postn+ lineage traced cells in Ang/PE actively injured hearts versus hearts 2 weeks after Ang/PE

## Figures and Tables

**Figure 1:**
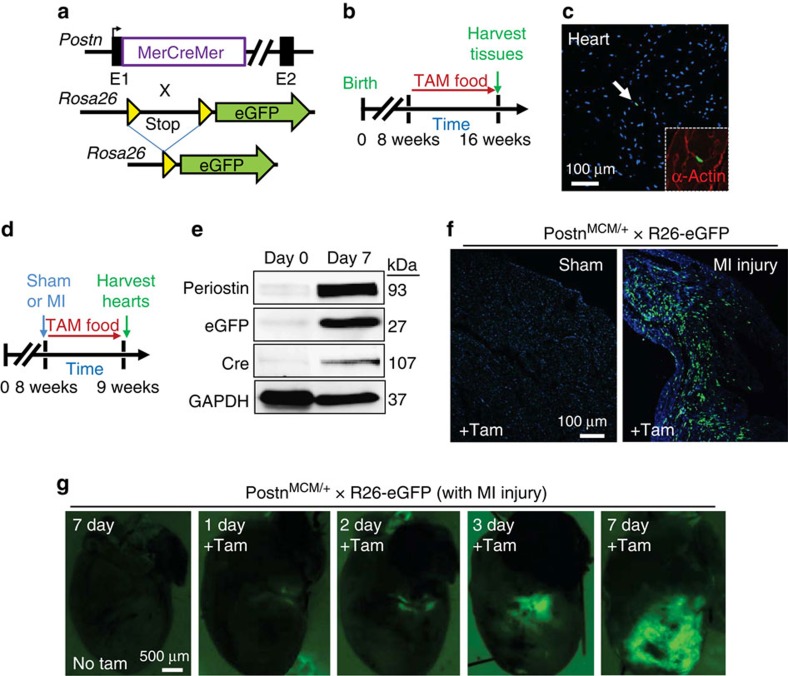
*Postn*^MCM^ allele activity *in vivo*. (**a**) Schematic representation of the *Postn* genetic locus with a tamoxifen-regulated MerCreMer cDNA cassette inserted into exon 1 (E1), which was crossed with *Rosa26* reporter mice (R26-eGFP) containing loxP sites flanking a stop cassette upstream of eGFP to allow for Cre-dependent lineage tracing. (**b**) Experimental scheme whereby *Postn*^*MCM/+*^; R26-eGFP mice were given tamoxifen for 8 weeks before harvesting at 16 weeks. (**c**) Representative histological section from the heart of mice described in **a** and **b**, which show exceptionally rare labelling of interstitial cells at baseline (arrow) with 8 weeks of tamoxifen. Nuclei are stained in blue. Inset shows α-actin stained cardiomyocytes (red) surrounding the one eGFP-labelled interstitial cell (green) (*n*=4 mice). (**d**) Experimental scheme whereby *Postn*^*MCM/+*^; R26-eGFP mice were MI injured or subjected to a sham procedure, then given tamoxifen for 1 week before harvesting. (**e**) Western blot analysis for periostin, eGFP, Cre (MerCreMer protein) and GAPDH as a control at day 0 before injury or day 7 after MI injury with 1 week of tamoxifen (*n*=3 mice per condition). (**f**) Representative histological sections showing eGFP-labelled interstitial cells in hearts of *Postn*^*MCM/+*^; R26-eGFP after MI injury with 7 days of tamoxifen labelling, but not with a sham procedure (*n*=6 mice for MI and *n*=3 for sham). (**g**) Whole-mount fluorescent images of hearts from *Postn*^*MCM/+*^; R26-eGFP mice for direct eGFP fluorescence over the given time course shown. A no tamoxifen control 7 days after MI is also shown (*n*=3 mice per time point and condition).

**Figure 2:**
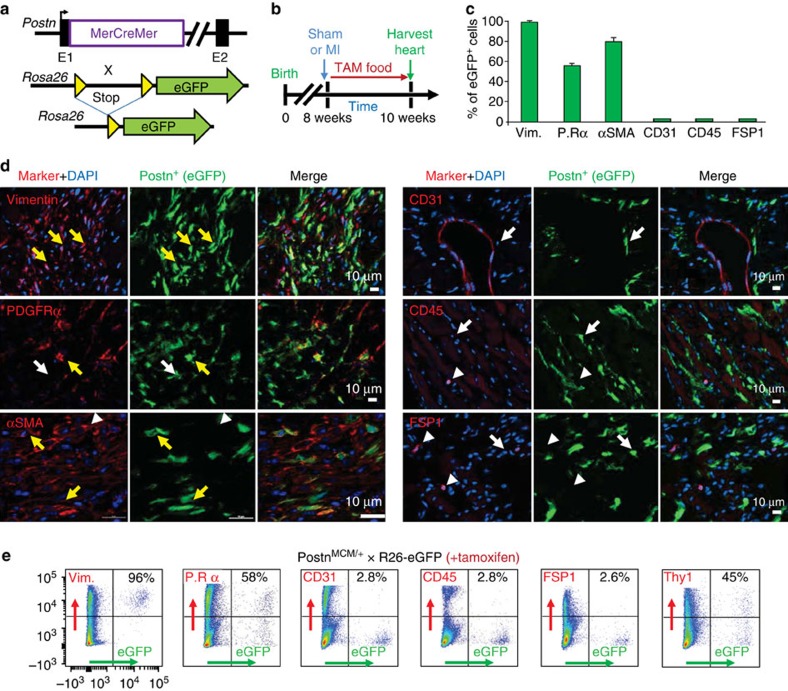
*Postn*^MCM^ allele labels myofibroblasts after MI injury. (**a**) Schematic representation of the *Postn*^MCM^ mouse crossed with a *Rosa26-eGFP* reporter mouse (R26-eGFP) for lineage tracing. (**b**) Experimental scheme to lineage trace periostin-expressing cells *in vivo* for 2 weeks with tamoxifen treatment immediately after MI injury or a sham procedure. (**c**) Quantification of co-labelling of eGFP^+^ (periostin^+^) cells with cell markers from immunohistochemical processed heart sections. Data are averaged from three hearts with >20 sections each quantified. P.Rα signifies PDGFRα. (**d**) Representative immunohistochemical images for eGFP cellular expression (green) of periostin^+^ cells and co-staining for vimentin, PDGFRα, αSMA, CD31, CD45 or FSP1 in red. The yellow arrows show co-staining, the white arrows show eGFP/periostin^+^ only, and the white arrow heads show marker expression only without eGFP^+^. (**e**) Representative flow cytometry plots of isolated eGFP^+^ cells (rightward scatter) against the cell markers depicted (upwards scatter). The percentage of cells that are marker^+^ among the GFP^+^ population of cells is shown in each upper right quadrant of the individual FACS plots and was averaged from four hearts each. All error bars represent s.e.m.

**Figure 3:**
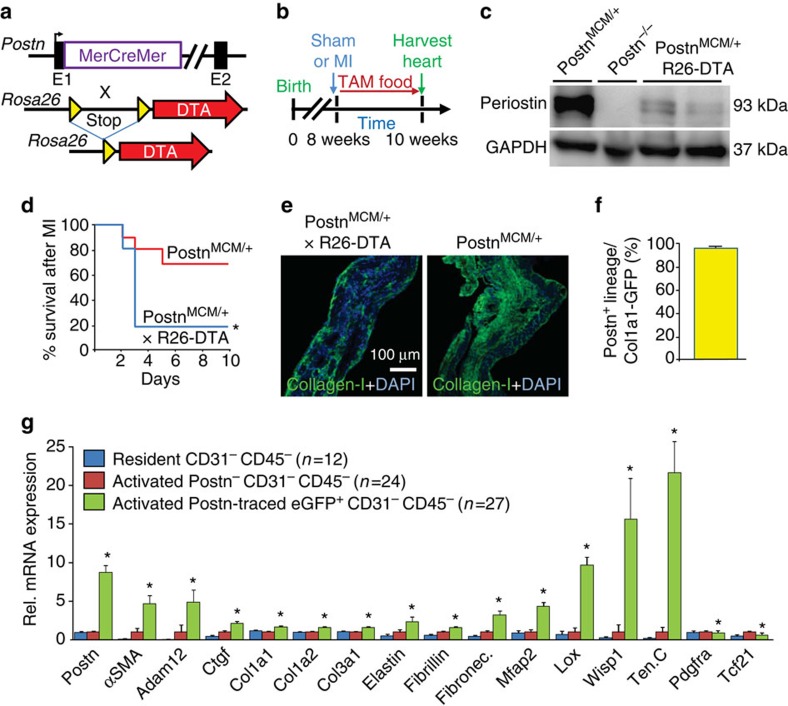
Periostin^+^ interstitial cells mediate cardiac fibrosis. (**a**) Schematic representation of the *Postn*^MCM^ mouse crossed with *Rosa26*-DTA mouse to permit killing of all periostin^+^ cells. (**b**) Experimental scheme to delete all periostin-expressing cells over 2 weeks of cardiac remodelling after MI injury when tamoxifen is present to induce MerCreMer protein activity. (**c**) Western blot analysis from the hearts of *Postn*^*MCM/+*^; R26-DTA mice 7 days after MI injury from the genotypes shown. Periostin and GAPDH (control) protein expression are shown. Heart-protein extracts from a *Postn*^*−/−*^ mouse is shown as a negative control, and a heterozygous *Postn*^*MCM/+*^ mouse is the positive control for endogenous periostin expression with injury. (**d**) Survival plot in days following MI injury for the two genotypes of mice shown, both treated with tamoxifen for 2 weeks (*n*=18 for *Postn*^*MCM/+*^; R26-DTA and *n*=12 *Postn*^*MCM/+*^, *P<0.05 versus *Postn*^*MCM/+*^). (**e**) Collagen type 1 immunohistochemistry (green) from the infarct region of the heart from mice shown in **d**. Nuclei are shown in blue. (**f**) Quantification of periostin lineage-traced cells from the heart after MI injury, which are also positive for current Col1a1-GFP expression. Data are averaged from three hearts with greater than three non-consecutive entire heart sections fully quantified. (**g**) Quantification of the indicated mRNAs in the defined cell populations shown, from hearts of *Postn*^*MCM/+*^; R26-eGFP mice 7 days after MI injury. CD31 (endothelial) and CD45 (myeloid) cells were excluded, and then eGFP^+^ or eGFP^−^ cells were collected for single-cell RNAseq. ‘Activated’ cells were generated from the infarct region directly, while resident cells were from non-MI injured hearts. *P<0.05 versus non-Postn cells in the infarct region that were also CD31^−^ CD45^−^. Number of cells analysed is shown in the graph. Activated Postn^+^ CD31^−^ CD45^−^ cells were visualized to confirm myofibroblast features. All error bars in the figure represent s.e.m. For statistical analyses student’s two-tailed *t*-test have been performed.

**Figure 4:**
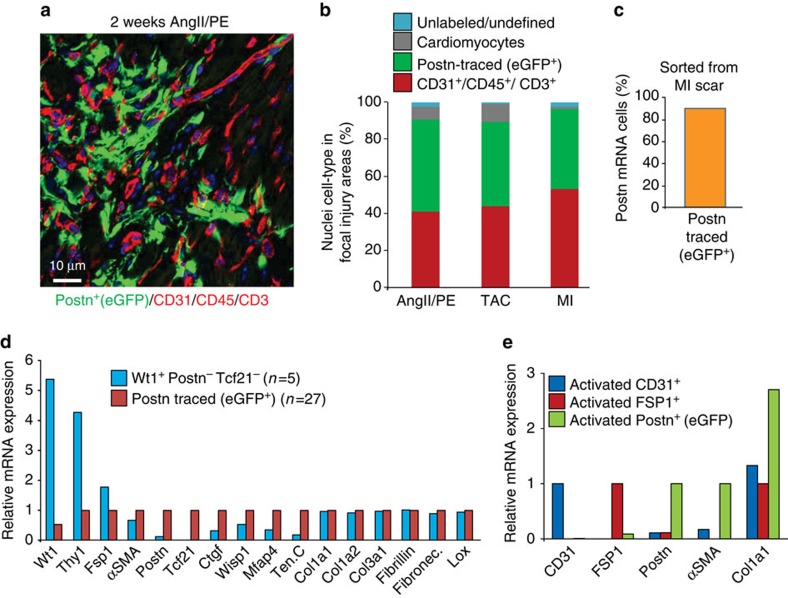
Periostin lineage tracing accounts for essentially all the myofibroblasts in the heart. (**a**) Representative histological image of an area of focal fibrosis in the hearts of *Postn*^*MCM/+*^; R26-eGFP mice 2 weeks after Ang/PE infusion. Immunohistochemistry is shown for CD31/CD45/CD3 in red, myofibroblasts are shown in green (periostin lineage traced), and myocytes can be quantified based on autofluorescence imaging. All cellular staining was matched to nuclei (blue), which (**b**) generated a quantitative assessment of the total cellularity in the Ang/PE focal injury areas, or focal injury areas with TAC and MI surgery (2 weeks afterwards). Data were averaged from three hearts for each condition with greater than five non-consecutive sections containing at least three infarct zones quantified. (**c**) Quantification of Postn-traced (eGFP^+^) cells within Postn mRNA expressing CD31^−^CD45^−^ cells isolated from the infarct region of *Postn*^*MCM/+*^; R26-eGFP mice generated from single-cell RNAseq analysis. The data show recombination efficiency of the *Postn*^*MCM*^ allele. (**d**) Relative mRNA expression for the indicated genes generated from single-cell RNAseq analysis of 152 cells isolated from the MI injury region, from which 27 were selected as perisotin lineage-traced (eGFP^+^) myofibroblasts and 5 were averaged as a unique cell type that had an unorthodox fibroblast-like profile and negative for eGFP (*Postn*). (**e**) Relative mRNA expression for the genes shown from cells sorted from the MI region (‘activated’) of the heart for CD31 expression, FSP1 expression or periostin expression (eGFP^+^).

**Figure 5:**
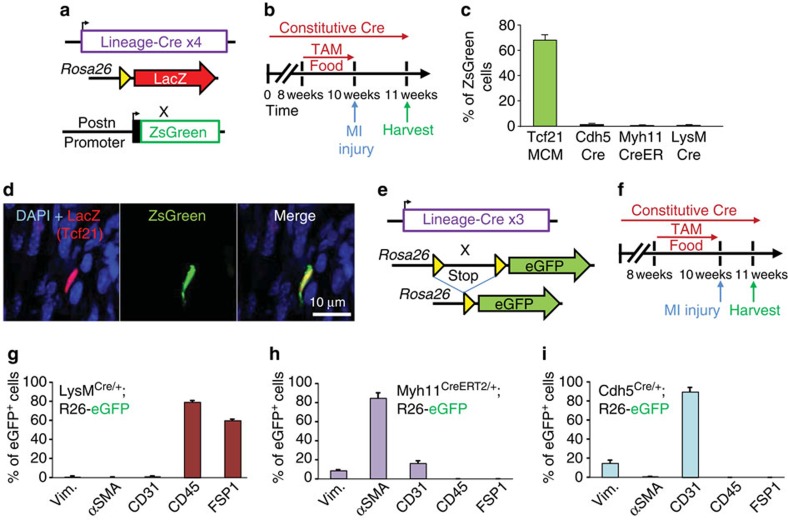
Periostin^+^ myofibroblasts are derived from the Tcf21 lineage. (**a**) Schematic representation of four different lineage-specific Cre-expressing mouse lines crossed with a LacZ-expressing reporter in the *Rosa26* locus, further crossed with mice containing a periostin promoter transgene-driving ZsGreen. (**b**) Experimental scheme to lineage trace from each of four different Cre-expressing mouse lines at baseline and after MI injury, harvested 1 week later. The Myh11^CreERT2/+^ mice required tamoxifen treatment for 2 weeks before MI injury to generate traced cells, and the tamoxifen was removed 3 days before MI surgery. (**c**,**d**) Quantification and representative images of lineage-traced cells (red, for LacZ) and ZsGreen from the periostin transgene from the MI region of the heart. LacZ was detected with an antibody (*n*=4–6 hearts, >20 sections each were quantified with >100 total ZsGreen^+^ cells counted). (**e**) Schematic representation of three different Cre-expressing knock-in mouse lines shown in **g**–**i** crossed with the eGFP expressing reporter in the *Rosa26* locus. (**f**) Experimental scheme to lineage trace from each of three different Cre-expressing mouse lines shown in **g**–**i** at baseline and after MI injury. (**g**–**i**) Quantification of immunohistochemistry analysis for vimentin, αSMA, CD31, CD45 and FSP1 that also co-labelled as lineage-traced cells from *LysM*^*Cre*^, *Myh11*^*CreERT2*^ and *Cdh5*^*Cre*^ alleles (*n*=3 hearts, >20 sections were quantified, *n*>200 cells counted for each of the indicated genotypes). All error bars in the figure represent s.e.m.

**Figure 6:**
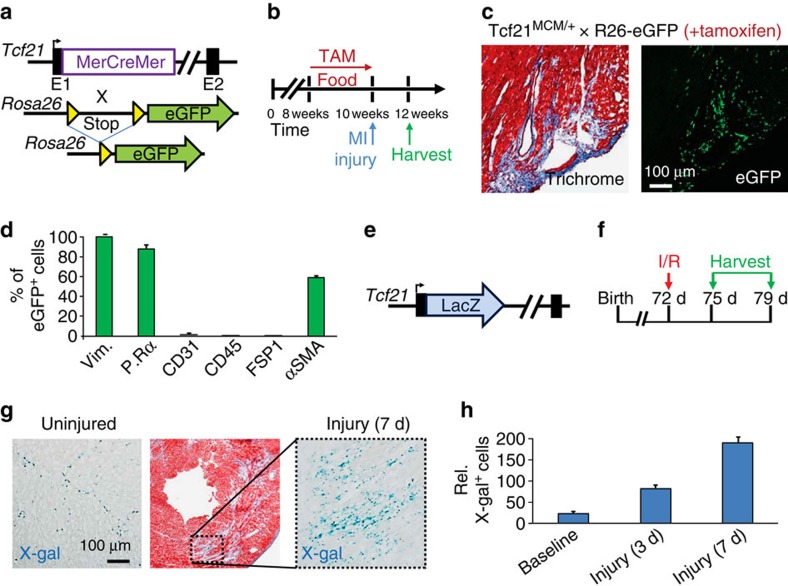
Tcf21^+^ resident fibroblasts in the adult heart expand with injury. (**a**) Schematic representation of the *Tcf21*^MCM^ mouse crossed with a *Rosa26*-eGFP reporter mouse for lineage tracing. (**b**) Experimental scheme to lineage trace Tcf21-expressing cells *in vivo* for 2 weeks with tamoxifen until 3 days before MI injury, then hearts are harvested 2 weeks after MI injury without tamoxifen. (**c**) Representative Masson’s trichrome-stained histological section and a parallel section showing eGFP expression in the infarct and border zone region of an MI-injured heart from *Tcf21*^*MCM/+*^; R26-eGFP mice. (**d**) Quantification of Tcf21 lineage-traced (eGFP^+^) fibroblasts numbers from histological sections of hearts from *Tcf21*^*MCM/+*^; R26-eGFP mice 2 weeks after MI injury that were positive by immunohistochemistry-based analysis for the six markers shown along the bottom of the graph (*n*=3 hearts, >20 sections each were quantified for >200 cells). P.Rα signifies PDGFRα. (**e**) Schematic representation of the *Tcf21*^LacZ^ knock-in allele containing mouse, which was used (**f**) to show real-time Tcf21 expression in the heart 3 and 7 days after cardiac ischaemia/reperfusion (I/R) injury in young adults. (**g**) Histological sections from the hearts of *Tcf21*^LacZ^ mice stained for LacZ expression using x-gal as a substrate (blue) at baseline or 7 days after injury. A Masson’s trichrome-stained heart section is also shown, which stains fibrotic material in blue and normal myocardium in red. (**h**) Quantification of total LacZ-expressing cells (x-gal stained) at baseline and 3 and 7 days after injury in the focal fibrotic regions of the heart, showing expansion of Tcf21-expressing cells. Data are form *n*>3 hearts per time point with greater than five non-consecutive sections from infarct zone quantified. Error bars represent s.e.m.

**Figure 7:**
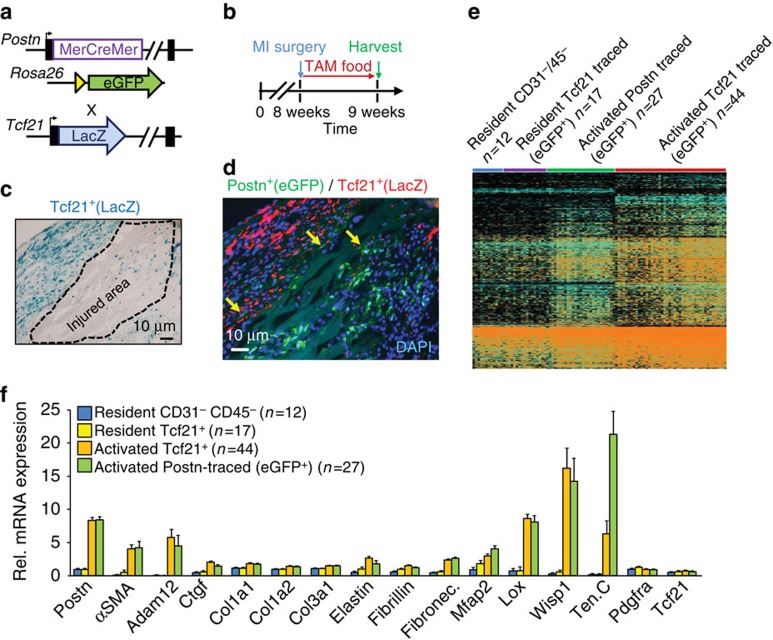
Periostin^+^ myofibroblasts derive from Tcf21 resident fibroblasts. (**a**) Schematic representation of the *Postn*^MCM^ mouse crossed with a *Rosa26*-eGFP reporter mouse (R26-eGFP) for lineage tracing, which was further crossed with the *Tcf21*^LacZ^ knock-in mouse line. (**b**) Experimental scheme to lineage trace periostin-expressing myofibroblasts *in vivo* for 1 week with tamoxifen treatment immediately after MI injury. (**c**) Representative histological section from an MI region of the heart of a *Postn*^*MCM/+*^; R26-eGFP mouse that also contained the *Tcf21*^LacZ^ allele. The section is only stained for x-gal activity (LacZ expression), and Tcf21^+^ expanded fibroblasts appear around the demarked injured region. (**d**) Same scheme as in **c** except that immunohistochemistry was used to detect LacZ (Tcf21 current expression, red staining) and periostin lineage-traced cells in green. The yellow arrows show a few rare transitional cells that express both periostin and Tcf21. Nuclei are stained in blue (*n*=4 hearts). (**e**) Thermogram of gene expression patterns from RNAseq of representative individual cells from the hearts of *Postn*^*MCM/+*^; R26-eGFP or *Tcf21*^*MCM/+*^; R26-eGFP mice. (**e**,**f**) Cells were negatively sorted for CD31 and CD45 and were either Tcf21 lineage traced (eGFP^+^) and sorted from uninjured hearts (yellow bars in **f**) or from the MI region 7 days after injury as `activated'. As another control periostin lineage-traced cells were collected from the MI region of the heart 7 days after injury for comparison. A population of total interstitial cells were used as a control, which were negatively sorted for CD31 and CD45 from the remote region of the heart. Data produced from a total of 185 cells isolated from three mice in each group in **e**, and a subset is shown in **f**. Error bars represent s.e.m.

**Figure 8:**
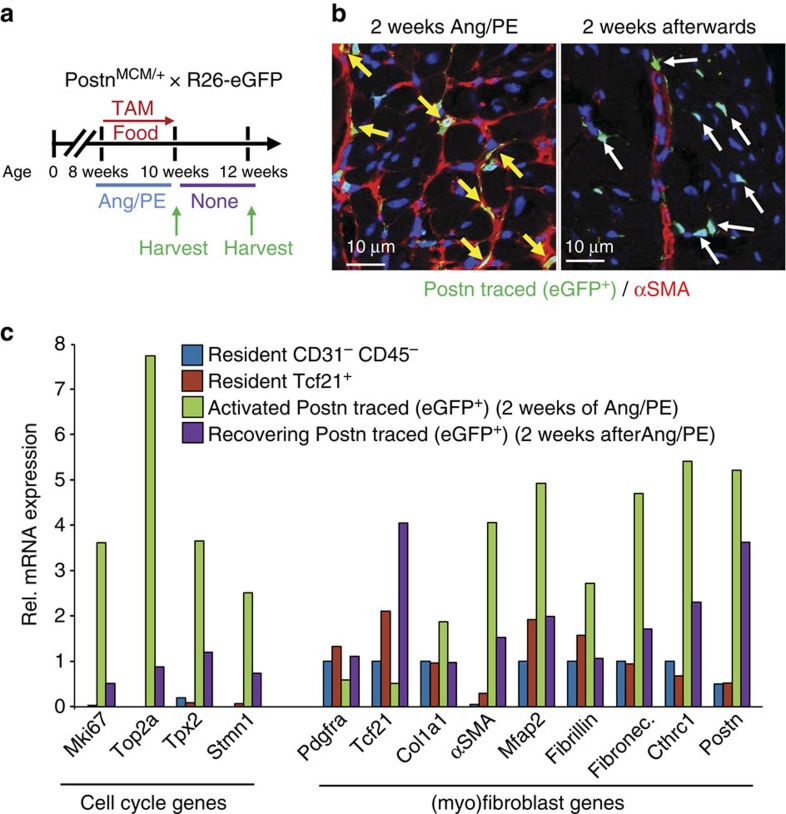
Periostin^+^ myofibroblasts can convert back towards a resident fibroblast program with cessation of tissue injury. (**a**) Schematic representation of the cardiac injury protocol used. (**b**) Representative images of immunohistochemistry for αSMA reactivity, along with eGFP^+^ cells from lineage tracing in *Postn*^*MCM/+*^; R26-eGFP mice that were given Ang/PE and tamoxifen for 2 weeks (first panel) then allowed to recover for 2 weeks with no stimulation or labelling with tamoxifen (second panel). The yellow arrows show myofibroblasts expressing αSMA (red) that were also periostin lineage-traced (green) during the injury response. The white arrows show how after regression of the fibrotic response the eGFP^+^ cells persist, but no longer express αSMA (*n*=3). (**c**) RNA expression profiling for the genes shown along the bottom of the graph, from the indicated cell types, either right after Ang/PE injury for 2 weeks, or after 2 additional weeks without stimulation. Cells were sorted as total resident mesenchymal cells lacking CD31 and CD45 from uninjured hearts (blue bars), resident Tcf21-expressing cells from uninjured hearts (red bars), activated periostin lineage-traced (eGFP^+^) myofibroblasts immediately after Ang/PE infusion (green bars), and periostin lineage-traced (eGFP^+^) cells 2 additional weeks after injury when the fibrotic response was regressing (purple bars). Data from two separate replicates pooled from three hearts for each group are shown.

How the deposited data were processed for this re-analysis (not part of the article)

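Single non-myocyte cells from uninjured and infarcted mouse hearts were captured on the Fluidigm C1 system, their RNA was amplified by SMARTer chemistry and libraries were made by Nextera tagmentation, as the methods and the labels state. The authors deposited 1 table of log2 (TPM+1) values for 17171 genes in 185 cells, with each cell in its own column. The header of the table names the unit as TPM and its title names FPKM. Converted back, the values of each cell sum to between 999257 and 1000000, as TPM does and FPKM does not, so they were read as TPM. The paper's text does not name the aligner, the genome build or the annotation. The table has 3 further columns without a sample, which were not used.

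Each cell was given the class of its label and the capture of its name, which gave 9 classes in 4 captures. No label pairs a cell with a mouse, so each class counts as 1 sample, no test was run and no p-value is given. The SD between cells is given as a description. Class values are means of the deposited log2 (TPM+1) over cells, with the pseudocount of 1 that the authors added. A gene was taken as detected in a cell above 5 TPM, the minimum of the methods. Shares of cells have exact 95% Clopper-Pearson intervals for counting error only. The methods give the average read depth over the cells. The depth of each cell is not known here, and the number of genes above the minimum, with a median of 2770 per cell, was used in its place.

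The genes named are those of the panels of Figs 3g, 4d, 7f and 8c, those the paper names in its text where the table lists them, and for comparisons over all genes the 5 with the largest rise and the 5 with the largest fall among genes above the minimum in at least 50% of the cells of the higher class. The list of 14 myofibroblast genes was compared with 10000 random lists matched on mean expression in 20 bins. The 7 lists of marker genes for cell types, of 6 genes each, were set before the data were examined, as were the classes, the comparisons and all but 1 of the alternatives. Of the 185 cells, 180 held at least 3 genes of the fibroblast list, 0 of the endothelial, 2 of the myeloid, 2 of the pericyte, 3 of the smooth muscle, 2 of the cardiomyocyte and 1 of the epicardial list. The endothelial gene Cdh5 is not listed in the table. The lists share Acta2 (smooth muscle), Wt1 (epicardial), and Col1a1, Col3a1, Pdgfra and Tcf21 (fibroblast) with the panels of the paper. Xist, 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) and a list of abundant genes were chosen after the data were seen.

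Alternatives changed 1 choice at a time. They were means on the linear scale, medians over cells, pseudocounts of 0.1 and 5, values rescaled to the same total or centred on the median gene above the minimum in each cell, minimums of 1 TPM and of any value over 0, cells with fewer than 50% of the median genes of their capture left out, other choices of cells for a class, other filters on genes, Spearman's in place of Pearson's correlation, and random lists that were not matched. The comparison of class means and the rank among random lists were tested on simulated data, with 200 of 12854 genes shifted by 4 log2 units between classes of the sizes of the activated Tcf21-traced and activated Postn-traced cells. All 200 were more than 2 log2 units apart, as were 38 genes that had not been shifted, and 38 with no shift at all. Both classes were drawn gene by gene from the activated Tcf21-traced cells, so differences between captures, hearts or depth were not simulated. The shift was added to every value of genes above the minimum in more than 50% of those cells, so recovery was easy.

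The class means in Supplementary Data 2 were read for the comparison with the paper's values. The bulk data of Fig. 8c and the sorted cells of Fig. 4e were not analysed here, and the 5 Wt1-expressing cells of Fig. 4d are not named by the labels. Supplementary Data 1 was not used, because the meaning of its value column could not be settled. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.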

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

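The tests of genes detected in the untraced cells and of the Postn level in the scar cells were chosen after the results were seen, as were the sex-linked genes themselves, while the tests of sex and of 2 cells in 1 capture site were set before their values were seen.

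Xist, a gene the paper's text does not discuss, was above the minimum in 11 of the 27 activated Postn-traced cells (40.7%, interval 22.4% to 61.2%) and in 0 of the 30 untraced cells of the same capture, which allows a share of up to 11.6%. A Y-linked gene was above the minimum in 10 of the traced cells (37.0%, interval 19.4% to 57.6%) and in 21 of the untraced cells (70.0%, interval 50.6% to 85.3%). Fewer genes detected in the untraced cells would lower the Y-linked genes there too, but these were found in a share of untraced cells 33.0 percentage points larger. A candidate explanation is that the traced cells came from hearts of both sexes and the untraced cells from male hearts, which the labels cannot settle because they name no animal. Sex as the source of the difference in the 14 myofibroblast genes was tested among cells with a Y-linked gene and without Xist. There the median difference between 10 traced and 17 Postn-negative cells was 3.73, against 3.42 over all cells, so sex alone leaves the difference in place. A difference between hearts other than sex stays open and was not tested. Xist was above the minimum in 0 of the 33 cells of uninjured hearts, in 31 of the 63 cells of the capture with the activated Tcf21-traced cells and in 21 of the 32 cells of the scar capture, in which no cell had a Y-linked gene.

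Postn was above the minimum in 24 of the 29 untraced cells sorted from the scar (82.8%, interval 64.2% to 94.2%), a class that the paper's text does not discuss and whose label points to a supplement that was not read here, against 11 of the 33 cells of uninjured hearts (33.3%, interval 18.0% to 51.8%). In a site with a whole cell, fragments of other cells would give low values. Of the 24 cells, 20 had at least 1560 genes above the minimum. Their median was 0.66 log2 units under that of the activated Postn-traced cells, and 14 of them were at or over the lowest activated Postn-traced cell, which argues against fragments or index spill-over at low levels as the source in most of these. The other 4 had 264 genes or fewer, with Postn between 11.10 and 12.11 and a median 0.065 under that of the activated Postn-traced cells. As TPM is scaled to the same total in each cell, fragments can reach a high value in a nearly empty site, so the level decides nothing for these 4 cells and fragments stay open there. The mean of the class over the 14 genes was 5.65 ± 2.04 (SD between the 29 cells). The paper's methods describe eGFP-negative cells sorted from Postn and Tcf21 lineage-tracing mice with the eGFP reporter, and lineage positivity read by fluorescence microscopy after capture, but the labels do not say which of these lines gave the class. Lineage tracing that missed these cells and a wrong label stay open and were not tested. The injury and the capture both differ from the uninjured cells, and these cannot be told apart.

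Xist and a Y-linked gene were both above the minimum in 3 of the 44 activated Tcf21-traced cells (6.82%, interval 1.43% to 18.7%). The activated Postn-traced cells, in which both kinds of gene also occur, held 0 of 27 such cells, which allows a share of up to 12.8%, so a difference between these classes is not shown. The cells of uninjured hearts had no Xist and cannot serve as a comparison. These 3 cells had 4229 to 4774 genes above the minimum, and their median was 1292 genes over the class median. This is consistent with 2 cells in 1 capture site. Spill-over of sequencing indexes stays open, and no biological explanation was tested.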

How the results depend on the processing

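One alternative, the share of traced cells without the untraced Postn-positive cells, was chosen only after the result was seen; the tests of all other alternatives were set beforehand.

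With no replicates, a share counts as moved when it leaves the exact interval of the reported share, and any other value when it changes by more than 1.5 times. Of 143 alternative values for 20 results, 115 stayed within these limits and 28 moved. No difference larger than 1 log2 unit changed its sign. Of the values, 37 were equal to the reported value to the last digit. Where a setting does not touch a result, as for many of these, it says nothing about stability.

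The median difference of the 14 genes between activated Postn-traced and activated Postn-negative cells lay between 3.11 and 4.38 over 10 alternatives, with 12 to 14 genes more than 1 log2 unit higher. Against the resident Tcf21-traced cells it lay between 3.15 and 4.68 for the Postn-traced and between 1.77 and 3.23 for the activated Tcf21-traced cells. The share with S100a4 was 61.4% and the rank among random lists was percentile 100 under each alternative run, and the share with both Tcf21 and Postn lay between 50.0% and 59.1%. The correlation across genes lay between 0.850 and 0.956.

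With means on the linear scale, the median difference of activated Postn-negative from resident cells was 2.01, that of activated Tcf21-traced from activated Postn-traced cells -0.28, and that of the 4 cell cycle genes of Fig. 8c 4.17. Tcf21 in the Postn-traced cells then differed by -1.26 from the Postn-negative and by -0.22 from the resident Tcf21-traced cells, and 2480 genes were more than 2 log2 units apart. With medians over cells, the Postn-negative cells differed from resident cells by 0, the cell cycle genes by 0, Pdgfra (Postn-traced minus Postn-negative) by -0.75, and Tcf21 by -5.09 and -0.52 in the same order. A pseudocount of 0.1 gave 0.49 for the Postn-negative minus resident cells and 0.065 for Tcf21 against the resident Tcf21-traced cells, and a pseudocount of 5 gave -0.027 for the latter. Centring each cell gave 0.0376 for Pdgfra and 0.49 for Tcf21 against the resident Tcf21-traced cells. With groups not selected on Postn mRNA, Postn-negative minus resident was 0.69, Pdgfra 0.0173 and Tcf21 against the resident Tcf21-traced cells -0.76. The 12 cells labelled Fig. 3g, taken as the traced class, gave -3.43 for Pdgfra and -4.30 for Tcf21 against the Postn-negative cells, and the 20 traced cells of Fig. 4d gave 0.10 for Tcf21 against the resident Tcf21-traced cells. The cause was not tested for any of these.

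The share of traced cells among Postn mRNA-expressing cells was 75% as reported, 81.8% by label in the same capture, 52.9% at a minimum of 1 TPM, 51.9% for any value over 0, 49.1% by label over all infarct cells other than the Tcf21-traced cells, which adds cells of captures without Postn-traced cells and can only lower it, and 90% without the untraced cells labelled Postn-positive. The count of infarct cells with Wt1 and without Postn and Tcf21 fell from 3 to 1 at a minimum of 1 TPM and to 0 for any value over 0, as more cells then count as having Postn or Tcf21. The depth of each cell is not known here and limits what a value of 0 can show, most of all in the 5 cells with fewer than 300 genes.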

Differences from the paper's values

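All alternatives named here were set before the data were examined except where stated otherwise, and no tests of a cause are given. With no replicates, a value is given as different when it is more than 1.5 times the other or has the opposite sign.

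The paper describes 5 collagen-expressing cells that have Wt1 and that it calls negative for Postn and mostly negative for Postn and Tcf21, without giving a minimum for either. A strict rule, with Wt1 and Col1a1 above 5 TPM and neither Postn nor Tcf21 above it, gave 3 cells, so the counts follow rules that need not be the same. None of the 4 alternatives brought the counts together. The count was 3 with rescaled values and with cells of few genes left out, 1 at a minimum of 1 TPM and 0 for any value over 0.

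Supplementary Data 2 gives class means on the log2 (TPM+1) scale, and differences of the activated Tcf21-traced from the activated Postn-traced cells were taken from it and from the deposited values alike. For Postn the paper's difference is -0.41 and the value here -1.84. For Col1a1 the paper's is 0.35 and the value here -1.39, for Col1a2 the paper's 0.19 and here -1.29, and for Col3a1 the paper's -0.34 and here -1.61. For Fn1 the paper's is -0.9998 and the value here -2.43, for Mfap2 the paper's -2.30 and here -3.77, and for Lox the paper's 0.22 and here -1.04. For Acta2 the paper's is -0.27 and the value here -0.51, and for Wisp1 the paper's 0.24 and here -0.13. For Ctgf the paper's is 2.01 and the value here 1.06, for Eln the paper's 1.39 and here 0.66, and for Fbn1 the paper's 1.35 and here 0.0049. The median over the 13 myofibroblast genes of the sheet is 0.19 in the paper's values and -1.29 here. Over all 1033 genes of the sheet found in the deposited table it is 1.29 in the paper's values and 0.14 here. No alternatives had been set for these values. A single factor of 0.41 on the TPM of the activated Postn-traced cells, fitted to the means of the supplement after seeing the values, brought all 13 myofibroblast genes to within 0.5 log2 units of the paper's difference, against 2 without it, so that most of these differences follow one shift and are not separate. With it the median over the 13 genes was 0.0001, and Acta2, at 0.22, and Col1a1, at -0.115, had the opposite sign to the paper's, against 4 genes without it. Over the 1033 genes it brought 758 (73.4%) to within 0.5 log2 units, against 170 (16.5%) without it, and the median was 1.08.

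The paper gives the lineage tracing as 90% penetrant, and 75% was found here, which is within 1.5 times. The 90% lies above the exact interval of the share found here, 57.8% to 87.9%. As eGFP-positive and eGFP-negative cells were separated by sorting before capture, this share need not measure penetrance. Of the alternatives set before the data were examined, Postn expression by label in the same capture came nearest, at 81.8%. The others in that capture lay between 51.9% and 75%, and the one that adds cells of captures without Postn-traced cells gave 49.1%. The setting that leaves out the 6 untraced cells labelled Postn-positive, chosen after seeing the values, gives 27 of 30 cells and thus 90%.

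The paper places the highest Tcf21 expression in unstimulated resident fibroblasts. Its evidence also includes the bulk profiles of Fig. 8c and a Tcf21 reporter in tissue, which were not analysed here. Among the 5 classes of Figs 3g and 7f the highest mean here was in the activated Postn-negative cells, at 6.60, and the activated Postn-traced cells differed from the resident Tcf21-traced cells by -0.01. Tcf21 was listed at 0 in 8 of the 17 resident Tcf21-traced and in 12 of the 27 activated Postn-traced cells, so these means depend strongly on detection. Outside these classes, 3 cells of uninjured hearts labelled as positive for Tcf21 and Postn had a mean of 8.95. The paper describes FSP1 as nearly missing from Tcf21 fibroblasts, and S100a4 was above the minimum in 61.4% of the activated Tcf21-traced cells and in 5.88% of the resident Tcf21-traced cells. The paper's staining and flow cytometry measured FSP1 protein and S100a4 here is mRNA, so these need not conflict. The paper calls the activated Tcf21-traced cells identical to the periostin lineage-traced cells. Of the 14 genes, 8 were more than 1 log2 unit lower in the former and Tnc differed by -4.03, while Fig. 7f also draws tenascin C lower there. The Tcf21-traced class includes cells without Postn above the minimum, which had the lowest means of the 14 genes in it. No Postn-traced cell lacks Postn, so part of the difference may lie in those cells. With means on the linear scale the median difference was -0.28. In the paper's own class means the median over 13 of these genes is 0.19. There Mfap2 (-2.30) and Tnc (-3.03) are more than 1 lower, and Ctgf (2.01), Eln (1.39) and Fbn1 (1.35) more than 1 higher.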

Other observations

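All tests in this part were chosen after the results were seen, except that of other cells of the class averaged in the supplement, which was set before its value was seen.

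The median difference of the 14 genes between activated Postn-traced and activated Postn-negative cells was 3.42, and fewer genes were detected in the Postn-negative cells. When cells of the classes were matched to within 10% in genes above the minimum, 8 pairs were found, with medians of 2449 and 2444.5 genes, and the median difference was 2.63. This argues against fewer genes detected as the whole source, although the value is lower and rests on 8 cells of each class. Selection of the Postn-negative class on Postn mRNA was tested with the untraced Postn-positive cells added back and Postn left out of the list, and the median over the other 13 genes was 3.21. Both classes come from the infarct region, and a difference between the hearts they came from stays open.

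The class means in Supplementary Data 2 differ from the deposited values in some classes only. Over 1033 genes the median absolute gap was 2.53e-06 log2 units in the activated Tcf21-traced cells, 0.56 in the resident CD31- and CD45-negative cells, 0.58 in the resident Tcf21-traced cells and 1.01 in the activated Postn-traced cells. Over the 16 genes given for the activated Postn-negative cells it was 0.46, the smallest of these 4. A single scale factor for all genes of a class left at least 21.7% of the 1033 genes more than 0.5 log2 units away in the 3 classes with all genes, so it is not the whole source there. In the activated Postn-negative cells a factor of 0.42 left 0 of the 16 genes that far away. Over the same 16 genes it left 0 in the resident CD31- and CD45-negative and 1 in the activated Postn-traced cells, so these genes cannot decide, and a single factor stays open for the activated Postn-negative cells. A choice of other cells within the class cannot give a mean under every cell of the class, and 32 genes had such a mean in the activated Postn-traced cells. Cells from outside the class stay open and were not tested. The gap is consistent with cells of the captures from uninjured and from periostin lineage-traced hearts having been quantified in another way for the supplement than for the deposited table, an explanation found and tested on the same values.

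The gap also bears on the genes listed as higher in the activated Tcf21-traced than in the activated Postn-traced cells. Of 624 genes more than 1 log2 unit higher in the supplement, 185 (29.6%) were so in the deposited values, and of 91 that were more than 1 lower, 51 were. As the activated Tcf21-traced means are alike in both, these counts restate the gap in the activated Postn-traced means and are no further evidence on where it comes from.

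For the 156 genes more than 2 log2 units apart between the activated Tcf21-traced and activated Postn-traced cells, a difference between captures was tested on the untraced Postn-positive cells of the same captures. Over these genes their median difference in the same direction was 0.42, against 2.29 between the traced classes. As these are 19 and 6 cells of unknown lineage, capture and lineage cannot be told apart.

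S100a4 was above the minimum in more activated Tcf21-traced than activated Postn-traced cells, by 42.8 percentage points. Myeloid cells in the sort were tested by Ptprc and Tyrobp, which were above the minimum in 0 of the 27 activated Tcf21-traced cells with S100a4. The untraced Postn-positive cells of the same captures differed by 2.63 percentage points, with 10 of 19 and 3 of 6 cells, and the 6 cells are too few for capture and lineage to be told apart.

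Postn was above the minimum in 11 of the 33 cells of uninjured hearts. Their median was 8.14 log2 units under that of the activated Postn-traced cells, which is consistent with fragments of other cells or index spill-over at low levels for the 7 cells between 2.64 and 3.55. The other 4 cells are labelled Postn-positive and had 6.08, 7.10, 12.03 and 13.13. Of these, 2, with 2613 and 2397 genes above the minimum, were at or over the lowest activated Postn-traced cell, at 9.60, which argues against fragments of other cells or index spill-over at low levels for them. A wrong label and cells of an uninjured heart that express Postn stay open and were not tested.

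The activated Postn-traced cells had 1385 more genes above the minimum than the cells of uninjured hearts, by their medians. A difference between captures cannot give all of this, since they also had 1301 more than the activated Postn-negative cells of the same capture. The activated Tcf21-traced cells had 876 more than the cells of uninjured hearts, and no capture held both, so that capture and injury cannot be told apart there.

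The 4 cell cycle genes of Fig. 8c, Mki67, Top2a, Tpx2 and Stmn1, had a median difference of 0.66 between the activated Tcf21-traced and the activated Postn-traced cells. Of 8 abundant genes looked at after the data were seen, Tmsb4x was listed at 0 in 6 of the 32 cells of the scar capture, Gapdh and Rps27 in 5 each, B2m in 4, Ftl1 in 3 and Eef1a1 in 1, and Actb and Ubb in 0. In the other captures Gapdh was at 0 in 2 of the 33 cells of uninjured hearts and in 2 of the 57 cells of the capture with the activated Postn-traced cells, and Rps27 in 1 of the 63 cells of the capture with the activated Tcf21-traced cells, while the other 6 genes were at 0 in none of these cells.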
